# microRNA-22 Inhibition Stimulates Mitochondrial Homeostasis and Intracellular Degradation Pathways to Prevent Muscle Wasting

**DOI:** 10.3390/ijms26209900

**Published:** 2025-10-11

**Authors:** Simone Tomasini, Emanuele Monteleone, Anna Altieri, Francesco Margiotta, Fereshteh Dardmeh, Hiva Alipour, Anja Holm, Sakari Kauppinen, Riccardo Panella

**Keywords:** microRNA, miR-22, oxidative metabolism, muscle atrophy, DMD, autophagy, fibrosis, miRNA therapeutics, ASO, antimiRs

## Abstract

MicroRNA-22 (miR-22) is a negative regulator of mitochondrial biogenesis, as well as lipid and glucose metabolism, in metabolically active tissues. Silencing miR-22 holds promise as a potential treatment of obesity and metabolic syndrome, as it restores metabolic capacity—enhancing oxidative metabolism—and reduces ectopic fat accumulation in chronic obesity, a driver of impaired metabolic flexibility and muscle mass loss. Intramuscular adipose accumulation and defective mitochondrial function are features associated with obese-mediated muscle atrophy and hallmarks of neuromuscular disorders such as Duchenne muscular dystrophy. Therefore, miR-22 could represent a compelling molecular target to improve muscle health across various muscle-wasting conditions. This study describes a pharmacological strategy for the inhibition of miR-22 in skeletal muscle by employing a mixmer antisense oligonucleotide (ASO, anti-miR-22). Administration of the ASO in a mouse model of obesity positively modulated myogenesis while protecting dystrophic mice from muscle function decline, enhancing fatigue resistance, and limiting pathological fibrotic remodeling. Mechanistically, we show that anti-miR-22 treatment promotes derepression of genes involved in mitochondrial homeostasis, favoring oxidative fiber content regardless of the disease model, thus promoting a more resilient phenotype. Furthermore, we suggest that miR-22 inhibition increases autophagy by transcriptional activation of multiple negative regulators of mammalian target of rapamycin (mTOR) signaling to decrease immune infiltration and fibrosis. These findings position miR-22 as a promising therapeutic target for muscle atrophy and support its potential to restore muscle health.

## 1. Introduction

Skeletal muscle is a widely distributed tissue that comprises approximately 40% of the human body mass, with a significant contribution to different systemic processes [1]. In addition to generating mechanical force, skeletal muscles are responsible for the production and conversion of large amounts of chemical energy, deeply influencing body homeostasis, making skeletal muscle fundamental in controlling overall energy [2,3]. Muscle fibers are specialized to rely on a distinct bioenergetic program—glycolytic or oxidative—which determines their mechanical features, influencing the overall muscle functionality [4,5]. Elevated mitochondrial content and ATP production efficiency characterize oxidative fibers that are preferentially found in muscles employed in endurance tasks compared to glycolytic fibers that provide explosive force outputs [6]. Fiber-type plasticity is a hallmark of disease progression in several muscle-wasting conditions, and modulation of the fiber composition was suggested to help counteract muscle degeneration and preserve performance, particularly by promoting the maintenance or reprogramming toward oxidative fiber types [7,8]. Mitochondrial enrichment and a low ATP consumption rate provide slow-twitch type I oxidative fibers with better fatigue resistance, making them less susceptible to muscle atrophy and sarcopenia [9,10]. The increased proportion of this fiber type is observed in several myopathies, including Duchenne muscular dystrophy (DMD), which results from the selective degeneration of the fast-twitching fibers during disease progression [11,12].

DMD is an X-linked recessive genetic disorder caused by loss-of-function mutations in the dystrophin gene, compromising sarcolemmal integrity and leading to proximal muscle weakness and progressive terminal degeneration. Chronic muscle cell damage and the inflammatory milieu that results from the pathological phenotype promote extracellular matrix remodeling and replacement of muscle fibers with fibrotic and adipose tissues, further decreasing the contractile function of the muscle [13,14]. The intramuscular adipose tissue (IMAT) that results from this process is a depot primed for lipid storage that also promotes immune cell recruitment by the secretion of pro-inflammatory cytokines and chemokines, fostering the vicious cycle of dystrophies [15,16]. IMAT expansion is a general hallmark of muscle atrophy, characterizing age-related sarcopenia, cancer cachexia, and denervation, but also the pathogenesis of metabolic syndrome (MetS), a cluster of disorders with increasing incidence that elevate the risk of cardiovascular diseases and type 2 diabetes [17]. Despite DMD and MetS having different etiologies, DMD patients frequently exhibit cardiometabolic risk factors, such as obesity, dyslipidemia (including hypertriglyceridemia), insulin resistance, and glucose intolerance, mostly due to reduced motility and chronic glucocorticoid therapy [18].

Promotion of oxidative metabolism in skeletal muscles is a common tentative line of intervention for both conditions. In obesity, reduced reliance on oxidative metabolism for basal energy expenditure correlates with weight regain and development of insulin resistance [19,20]. Fatty acid oxidation (FAO) is also responsible for muscle remodeling, controlling the amount of slow-twitching oxidative fibers via regulation of the mitochondrial import of substrates for beta-oxidation through the carnitine shuttle system [21,22]. Furthermore, improving oxidative metabolism was confirmed as a possible therapeutic strategy for DMD by increasing mitochondrial biogenesis via peroxisome proliferator-activated receptor (PPAR) gamma coactivator 1-alpha (PGC-1α) activation. Enhanced expression and activation of PGC-1α reduce disease-related muscle injury and protect against fatigue in a dystrophic mouse model (mdx mice) and have also been shown to improve muscle strength in humans [23,24].

MicroRNAs (miRNAs) are a class of small non-coding RNAs involved in fine-tuning gene expression by base-pairing with target sites in protein-coding transcripts. The high evolutionary conservation of the miRNA target sites in the 3′ untranslated regions (3′-UTRs) of messenger RNAs and involvement in the progression of numerous diseases make them an increasingly important and versatile diagnostic and therapeutic tool [25,26,27,28]. In skeletal muscles, the regulation of genes involved in stem cell activation, myogenesis, fiber-type switch, and protein turnover is crucial to maintain muscle homeostasis in response to tissue injury and atrophy [29,30,31]. Therefore, the manipulation of miRNAs involved in the modulation of these signaling pathways has been investigated as a viable strategy to ameliorate the disease phenotype in sarcopenic obesity and muscular dystrophy. MicroRNA-22 (miR-22) is highly expressed in skeletal muscle and represents a metabolic miRNA involved in mitochondrial plasticity and lipogenesis that controls differentiation and fiber-type commitment in striated muscles. We previously showed that genetic ablation of miR-22 positively modulates energy expenditure, promoting enhanced oxidative capacity in the liver and adipose tissue of obese mice [32]. Furthermore, the same therapeutic effect was also confirmed through pharmacologic inhibition of miR-22, highlighting its translational potential as a drug target [33,34]. Therapeutic targeting of miRNAs is an expanding field, deploying chemically modified ASOs that feature improved target affinity and stability through a sequence of unmodified DNA nucleotides interspersed with high-affinity, nuclease-resistant locked nucleic acid (LNA) nucleotides.

In this study, we investigate the potential of miR-22 in skeletal muscle as a pharmacological target to rescue muscle wasting through positive rewiring of cellular metabolism in favor of oxidative metabolism and reduce lipid accumulation. We report that inhibition of miR-22 positively influences muscle endurance in dystrophic mice, promoting the enrichment of slow-oxidative type I fibers and increasing autophagosome formation through the inhibition of mTOR.

## 2. Results

### 2.1. Anti-miR-22 ASO Mediates miR-22 Inhibition in Muscles In Vitro and In Vivo

Given the metabolic benefits observed in liver and adipose tissue, we decided to investigate the effects of miR-22 inhibition in skeletal muscle as a therapeutic strategy to improve muscle wasting. The potency of an unconjugated ASO featuring LNA modifications with a mixmer design and a complete phosphorothioate (PS) backbone was initially tested in cell lines, both of murine and human origin. A chronic treatment of 96 h was performed on fully differentiated murine C2C12 and human primary skeletal muscle cells (HSkMC) using a 250 nM concentration of the ASO. Assessment of miR-22 levels via quantitative real-time (qRT) PCR upon treatment conclusion confirmed that the anti-miR-22 compound was highly potent, with comparable results across species, showing a silencing efficiency that exceeded 95% in both cell lines (log10FC in C2C12: −2.82 ± 0.03; log10FC in HSkMC: −1.75 ± 0.23) (Figure 1A). To further validate the pharmacologic efficacy, we checked the concurrent derepression of three metabolic transcripts (*Pten*, *Tet2*, *Sirt1*) harboring conserved miR-22 response elements in mouse and human [35,36,37], confirming consistent upregulation in both cell lines upon treatment (Figure 1B). As miR-22 was previously shown to exert post-transcriptional control of genes involved in oxidative cell metabolism, we assessed the expression of a panel of genes involved in mitochondrial maintenance (*Pparc1a*, *Nrf1*, *Opa1*), confirming their overall increased transcriptional activation (Figure 1C).

Next, we investigated the ASO in vivo to assess delivery to the skeletal muscle and select a therapeutic dose for functional studies. Subcutaneous administration of three doses (2.5/5/10 mg/Kg) of the ASO for 14 weeks was shown to mediate robust inhibition of miR-22 in the gastrocnemius (GAS) of C57BL/6J mice in a dose-dependent manner. Furthermore, the modulation of the direct targets previously tested in vitro was first shown to be inversely proportional to the level of free miR-22 (Figure 1D) in GAS, where a significant increase was proven at the highest dose. The highest dose at 10 mg/Kg was confirmed to also reduce the circulating levels of the targeted miRNA, proving the whole-body effect of the compound despite the local injection (Figure S1A). Secondly, we directly quantified the accumulation of the ASO in GAS and obtained its relative quantification to the amount retained in the liver, where ASOs are primarily metabolized. The distribution profile of the compound showed a constant muscle-to-liver ratio regardless of dosage, averaging around 14-fold enrichment in the liver (Figure 1E), consistent with data from the subcutaneous administration of conjugated and unconjugated ASOs [38].

### 2.2. miR-22 Inhibition Promotes Transcriptional Activation of Myogenic Programs and Mitochondrial Homeostasis Regulation in Skeletal Muscles

Next, we evaluated whether miR-22 inhibition could improve muscle health in obesity. At the highest tested dose, the treatment produced a modulatory effect on body weight in a C57BL/6 mouse model of diet-induced obesity (DIO), promoting resistance to high-fat-diet-(HFD)-induced weight gain (Figure 2A), which is consistent with enhanced mitochondrial capacity. 

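Gastrocnemius RNA came from 5 DIO mice that received the anti-miR-22 ASO at 10 mg/kg per week for 14 weeks and from 5 DIO control mice (CTRL), and stranded mRNA libraries were sequenced as paired ends. The authors trimmed the reads with fastp, aligned them to GRCm39 with STAR, counted read pairs with featureCounts and restricted the counts to the last 500 bp of 3′UTRs. What they deposited is a table of unnormalized counts on 52423 such segments of 21160 genes, of which the columns of 10 libraries were used. The total per library lay between 1606909 and 2116720 counts in CTRL (median 1782332) and between 2239186 and 2632560 with the ASO (median 2418427), so every treated library was deeper than every control library. Neither miR-22 nor its host transcript Mir22hg is counted in the table, which left no way to check the labels against the target of the ASO. There are 11523 segments whose coordinates are identical to those of another segment, and these hold 0 counts, so a count of 0 does not show that a gene is silent. The paper's text names no strand option for the counting, and genes that overlap on opposite strands are uncertain for that reason. The segments of each gene were summed, normalized by TMM, scaled to CPM for display and compared by edgeR's quasi-likelihood test over the 7819 genes that passed edgeR's filter on low counts. With a Benjamini-Hochberg adjusted p-value under 0.05, 916 genes were higher and 1365 were lower in treated mice. The 5 treated libraries lay entirely above the 5 controls for 624 genes and entirely below for 1047, together 21.4% of the genes tested, where chance gives 0.794%. Scaling moved the balance most, since scaling by total counts alone left 528 genes higher and 1821 lower and shifted the median log2 fold change of all genes by −0.18, whereas upper quartile scaling gave 1261 higher and 1207 lower. In 1406 genes with segments far enough apart to compare, the counts of treated libraries were shifted toward the most distal segment, and the values of genes with upstream segments carry this limit. Among genes with at least 10 counts per library on average and no overlap between the groups, the largest decrease was that of Hipk2 (segment 6:38671325–38671824, minus strand, GRCm39), from 76.0 ± 52.1 CPM in CTRL to 1.51 ± 0.986 CPM with the ASO (SD, n = 5 each), a log2 fold change of −5.60 (standard error 0.62, adjusted p = 1.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Next came Pdpr, Tlcd4 and Ccl24, with log2 fold changes of −4.61, −4.29 and −4.13, of which Tlcd4 was counted only on a segment 4277 bp upstream of its most distal one. Within CTRL, Hipk2, Pdpr and Tlcd4 had their most counts, 270, 862 and 137, in replicate 5, the control shifted least toward distal segments. Ccl24 had its most, 48, in replicate 3. The decreases of Hipk2, Pdpr and Tlcd4 may therefore follow the shift in part, even that of Hipk2, counted only on its most distal segment. Uprt had at most 3 counts in any treated library and was at least 8.56-fold lower. The largest increases after that of Myog were those of Avil, Purb, Vars1 and Wnt4, with log2 fold changes of 2.04, 1.65, 1.52 and 1.47.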

To elucidate the myocellular signaling pathways mainly involved in miR-22-mediated response to HFD, we performed a bulk RNA sequencing on GAS. 

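For processes rather than single genes, lists of gene symbols or symbol patterns written by hand stood in for ontology terms. Where a pattern was used, membership rests on the symbol alone and not on what the gene is known to do. Each list was tested with camera at a preset correlation between genes of 0.01. The protein modification list, made of ubiquitin pathway, kinase, phosphatase, histone-modifying, glycosyltransferase and acyltransferase symbols, had 385 tested genes with a median log2 fold change of −0.04, against −0.03 over all genes. Of these, 81 were lower and 49 higher, and the list as a whole was not past the threshold (adjusted p = 0.77 from camera with Benjamini-Hochberg adjustment over 18 lists). The counts depended on the fit, with 104 lower and 32 higher under scaling by total counts and 71 and 37 with the replicate number as a block. The myogenic differentiation list had 25 tested genes with a median log2 fold change of 0.10 and an adjusted p of 0.88 from camera with the same Benjamini-Hochberg adjustment, and its members moved both ways, with 5 higher and 6 lower. Leaving out 1 library moved the median of the myogenic list between 0.02, without CTRL replicate 3, and 0.18, without ASO replicate 5, and that of the protein modification list between −0.07, without ASO replicate 2, and −0.01, without ASO replicate 3. By edgeR's quasi-likelihood test, Cdh15 rose from 38.3 ± 8.29 to 89.6 ± 7.28 CPM (SD, n = 5 each; adjusted p = 3.3e-04 with Benjamini-Hochberg adjustment) and Cav3 had a log2 fold change of 1.22. Lbx1 followed at 0.74 on the log2 scale. Mef2c dropped from 373 ± 195 to 45.4 ± 3.82 CPM (SD, n = 5 each; adjusted p = 1.1e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Smyd1, Eya1 and Met had log2 fold changes of −1.75, −1.36 and −0.72. Within CTRL, Mef2c and Smyd1 also had their most counts, 1177 and 548, in replicate 5, the control shifted least toward distal segments. Eya1 and Met had theirs in replicates 1 and 2. The decreases of Mef2c and Smyd1 may therefore follow the shift in part.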

Gene ontology analysis of the biological processes enriched during miR-22 silencing revealed downregulation of the post-synthetic macromolecular and post-translational protein modification (Figure S1B), while profiling showed an enhanced myogenic signature associated with developmental and differentiation programs (Figure 2B). 

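Myog (ENSMUSG00000026459) has a single counted segment, 1:134219787–134220286 on the plus strand of GRCm39, and drew between 82 and 249 counts in treated libraries and between 24 and 31 in CTRL. Its level was 65.5 ± 28.9 CPM with the ASO and 14.7 ± 2.39 CPM in CTRL (SD, n = 5 each), a log2 fold change of 2.16 (standard error 0.29, adjusted p = 3.7e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 5 treated libraries exceeded all 5 controls (two-sided exact permutation test, p = 0.0079, the smallest p that 5 against 5 allow). Among the alternatives set in advance the log2 fold change ran from 1.98, with total-count scaling, to 2.25, with upper quartile scaling, and with each library left out in turn from 1.95 to 2.31. In a fit added after seeing the data, with the shift of counts toward distal segments as a covariate, Myog was at 1.66 and short of the threshold (adjusted p = 0.77 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against 1.0e-10 to 0.0013 over the alternatives set in advance), but that shift separates the groups completely and leaves little of the group difference to estimate. Myod1 (7:46028024–46028523, plus strand, also a single counted segment) drew 125 to 409 counts in treated libraries and 89 to 163 in CTRL. At 111 ± 49.7 CPM with the ASO against 60.3 ± 22.3 CPM in CTRL (SD, n = 5 each), its log2 fold change was 0.88 with a standard error of 0.32. That difference was at the edge of the threshold, with an adjusted p of 0.052 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and p = 0.063 in the two-sided exact permutation test, and the groups overlapped. DESeq2 with default settings and Benjamini-Hochberg adjustment put Myod1 past the threshold with an adjusted p of 0.021, and over all alternatives set in advance the adjusted p ran from 0.021 to 0.12.

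**Figure D1:**
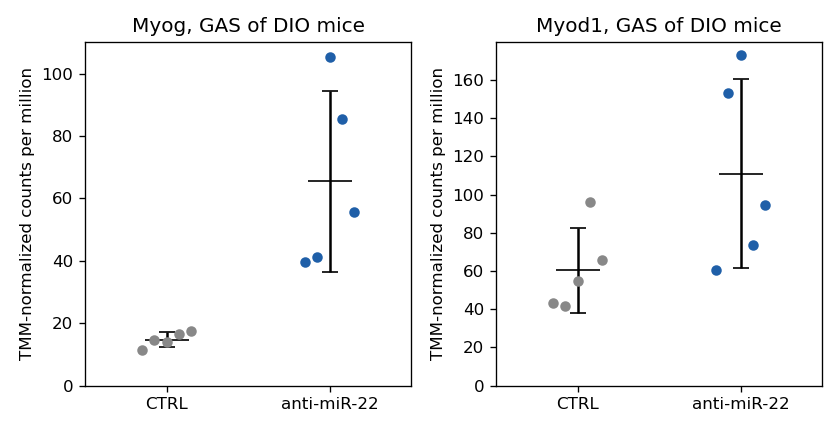
Myog and Myod1 levels in CPM after TMM normalization in each gastrocnemius library, with the mean and SD of 5 CTRL and 5 anti-miR-22 libraries. The treated libraries lie above all controls for Myog and overlap with them for Myod1.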

Evaluation of the expression profiles of individual differentially expressed genes (DEGs) confirmed a strong induction of myogenin (*Myog*) and myoblast determination protein 1 (*Myod1*) genes, involved in muscle growth and differentiation, which were further validated by qRT-PCR (Figure 2C). As RNAseq also uncovered a muscle contraction gene signature in treated mice (Figure S1C), we performed a targeted gene expression analysis on structural genes to assess changes in the fiber type. 

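The muscle contraction list held 27 tested sarcomere and filament genes, with a median log2 fold change of 0.76 and an adjusted p of 0.041 from camera with Benjamini-Hochberg adjustment. Of its members, 7 were higher and 1 was lower. The call rested on the preset correlation, since fry gave an adjusted p of 0.20 with Benjamini-Hochberg adjustment and camera with an estimated correlation gave 0.94, within a range from 0.0029 to 0.94 over the alternatives set in advance. When the 10 libraries were split at random into groups of 5, the list reached a camera p as small in 36 of 100 splits, the real one included. Without ASO replicate 4, the median log2 fold change of the list was 0.34. A list of 8 fast fiber genes had a median log2 fold change of 0.82 (adjusted p = 0.0020 from camera with Benjamini-Hochberg adjustment), and 5 of them were higher. That call was lost under fry, with an adjusted p of 0.065 with Benjamini-Hochberg adjustment, and in camera with an estimated correlation, with 0.94. It was kept under Fisher's exact test, with an adjusted p of 0.011. The range over the alternatives set in advance was 1.7e-04 to 0.94, and 17 of 100 splits, the real one included, reached a camera p as small. A list of 8 slow fiber genes had the larger median, 1.38, but spread widely between libraries, with −0.46 once ASO replicate 4 was left out, and only Myl6b passed the threshold (adjusted p for the list 0.88 from camera with Benjamini-Hochberg adjustment). From the muscle contraction signature of Fig. S1C, the paper turns to a targeted expression analysis of structural genes to assess the fiber type.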

Myosin heavy-chain isoform 7 (*Myh7*)—characteristic of slow-twitching oxidative fibers—emerged highly overexpressed in GAS upon treatment, without affecting the expression of the glycolytic-specific paralogue gene *Myh4* (Figure 2D). 

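In the sequenced libraries, Myh7 was counted on 14:55208141–55208249 (minus strand, GRCm39), with 135, 15, 13, 38 and 0 counts in the 5 CTRL libraries and 0, 0, 100, 641 and 21 in the 5 treated ones. These make 63.9 ± 115 CPM with the ASO and 19.9 ± 25.8 CPM in CTRL (SD, n = 5 each), and the log2 fold change of 1.68 (standard error 1.29) was within the spread between libraries. The adjusted p was 0.35 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the two-sided exact permutation test of the log2 CPM gave p = 0.976. Replicate 4 of the ASO group set the direction, because without it the log2 fold change was −0.61. The fit by limma-voom also gave a negative value, −0.33. Myh4 had 1 to 3 counts per library in CTRL and 4 to 9 with the ASO on its only counted segment (11:67151167–67151272, plus strand). These were too few to pass the filter on low counts. Without that filter, its log2 fold change was 1.11 (adjusted p = 0.18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Only 41 of the 106 bp of its counted segment lie outside overlaps with other segments, so these counts do not measure the abundance of Myh4. With so few counts, whether Myh4 changed stays open. Across the 10 libraries, Myh7 followed the mean of 7 other slow fiber genes on the log2(CPM + 1) scale (Pearson's r = 0.989, permutation p = 1e-05, the smallest that 100000 resamples can give, and Spearman's rho = 0.988, permutation p = 2e-05). With the 2 libraries left out whose Myh7 level was farthest from its median, r was 0.983, where libraries without Myh7 counts tied for a place. The relation was the only correlation across libraries computed, so its p-values are not adjusted, and the labels give no batch. No correlation was computed within a group of 5 libraries. In each group the libraries ranked alike on both measures, apart from a tie between treated libraries without Myh7 counts.

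**Figure D2:**
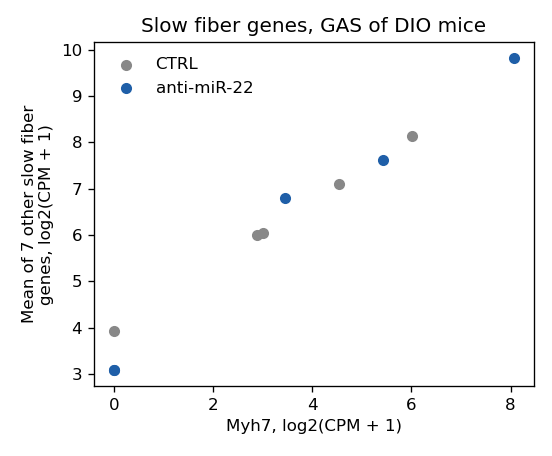
Myh7 against the mean of 7 other slow fiber genes, each as log2(CPM + 1), in 5 CTRL and 5 anti-miR-22 libraries. Libraries of both groups are found at the low and at the high end.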

The observed fiber-type shift toward a more oxidative profile is supported by the upregulation of genes involved in mitochondrial health, which is consistent with what is shown in myotubes (Figure 2E).

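The same libraries hold counts for Ppargc1a, Nrf1 and Opa1, regulators of mitochondrial biogenesis and fusion. Ppargc1a (main segment 5:51611592–51612091, minus strand, GRCm39) was at 59.4 ± 12.1 CPM with the ASO and 60.8 ± 16.7 CPM in CTRL (SD, n = 5 each), a log2 fold change of −0.04 (standard error 0.21, adjusted p = 0.92 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its sign changed with the scaling, to 0.05 with upper quartile scaling. Nrf1 (main segment 6:30152680–30153179, plus strand) was at 14.3 ± 3.28 CPM against 11.9 ± 3.32 CPM (SD, n = 5 each), with an adjusted p of 0.43 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Opa1 (main segment 16:29473203–29473702, plus strand) was at 154 ± 22.4 CPM against 171 ± 29.2 CPM in CTRL (SD, n = 5 each), a decrease within the spread of the replicates (adjusted p = 0.49 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On its most distal segment alone, Opa1 had a log2 fold change of 0.20. For a list of 16 tested genes of mitochondrial dynamics and biogenesis, the median log2 fold change was −0.18 and the adjusted p was 0.77 from camera with Benjamini-Hochberg adjustment. With a library left out, the median lay between −0.24 (without CTRL replicate 3) and −0.07 (without CTRL replicate 1). In that list Phb2 and Tfb2m were higher, with log2 fold changes of 0.75 and 0.67, and Dnm1l, Mff and Gabpa were lower, with −1.17, −1.05 and −1.02, where Gabpa has 52.6% of its counts on a segment 2464 bp upstream of the most distal one.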

### 2.3. miR-22 Inhibition Supports Oxidative Remodeling to Limit Fibrosis and Enhance Muscle Function in Muscular Dystrophy

The myogenic effect induced by miR-22 inhibition in vivo, alongside promoting a more oxidative fiber profile, holds therapeutic potential to counteract muscle wasting also in chronic myopathies. Since mitochondrial dysfunction and decreased oxidative metabolism are common features of muscle wasting in conditions such as DMD, we performed a bioinformatic analysis on publicly available miRNA-screening data to identify whether miR-22 is associated with muscle dystrophy. The analysis confirmed that circulating miR-22-3p is consistently elevated in four different murine models of muscle dystrophy alongside three muscle-specific miRNAs (myomiRs) involved in muscle regeneration (Figure S2A). Therefore, we investigated whether chronic pharmacologic inhibition of miR-22 could ameliorate the dystrophic muscle phenotype of a murine model of DMD (D2-mdx) over 12 weeks (Figure 3A). An initial evaluation of the safety profile of the anti-mir-22 compound was performed via a histopathological examination of D2-mdx mice spleen, liver, and kidney, which confirmed the absence of splenomegaly (Figure 3B) as well as morphological alterations indicative of either hepatic (Figure 3C) or renal toxicity (Figure 3D), confirming the translational potential of the ASO in the dystrophic condition. Contrary to DIO mice, miR-22 inhibition did not influence the body weight in the D2-mdx model (Figure S2B), nor did it exhibit muscle hypertrophy (Figure 3E). Successful inhibition of miR-22 was confirmed in both plasma (Figure S2C) and striated muscles (Figure S2D) of D2-mdx mice before evaluating the metabolic gene signature in dystrophic GAS. Targeted gene expression analysis confirmed the upregulation of several genes encoding transcriptional and post-transcriptional regulators of mitochondrial homeostasis in treated GAS, confirming that this gene signature, which improves the oxidative capacity, is mechanistically related to miR-22 silencing regardless of the disease model (Figure 3F). The enhanced oxidative transcriptional profile resulting from miR-22 inhibition was again observed in connection with a strong induction of type 1 fiber-specific *Myh7* gene (Figure 3G). However, despite favoring the oxidative fiber type, the treatment also positively affected fast glycolytic fibers in this model, possibly positively influencing the muscle contractile function. Therefore, we concurrently evaluated the functional readout of muscle performance throughout the study with longitudinal monitoring of muscle endurance and coordination, combining hanging and rotarod tests, alongside grip strength, which was separately measured (Figure 3A). All animals exhibited a general improvement in their motor functions during the first four weeks of the study, regardless of the treatment (Figure S2F). A difference in muscle performance between the treatment groups was observed only starting from 14 weeks of age. Mice injected with the anti-miR-22 manifested progressively longer hanging times compared to the baseline and the control group, while the treatment was also shown to mitigate locomotor function decline induced by disease progression (Figure 3H). The impact of the anti-miR-22 therapy on the endurance capacity in dystrophic mice can be better captured by combining the performance times of the two tests that were sequentially performed, thus confirming that miR-22 inhibition promotes better resistance to overall muscle fatigue (Figure 3I) by stabilizing motor function in dystrophic muscle functional decline. A similar outcome trajectory to muscle endurance was also observed for grip strength, which the treatment showed to maintain during the disease course, in contrast to the drop observed in the control cohort (Figure 3J). Pharmacologic inhibition of miR-22 in the skeletal muscles of dystrophic mice, therefore, was shown to enhance muscle endurance and preserve contractile strength possibly through the support of mitochondrial homeostasis.

### 2.4. miR-22 Inhibition Limits Macrophage Infiltration in Dystrophic Skeletal Muscles by Inducing Autophagy Through mTOR Inhibition

To investigate the mechanism underlying the observed functional improvements, we assessed the impact of miR-22 in modulating the key hallmarks of muscular dystrophy. Intramuscular fat can negatively influence the contractile function of skeletal muscles. Oil red O (ORO) staining on GAS cryosections revealed a heterogeneous level of IMAT infiltration in this model, which resulted only in a non-statistically significant reduction in the median fat accumulation mediated by the treatment (Figure 4A). Reduced oxidative stress and adipose infiltration can also benefit the muscle by lowering tissue inflammation. Therefore, we performed F4/80 immunostaining to quantify macrophage infiltration in the fascicles in close proximity to the epimysium, since it is a primary site of immune cell infiltration by providing support for larger blood vessels. The treatment revealed a reduction in foci of macrophages, areas that were observed to be associated with increased cellular senescence (Figure 4B). Macrophages in these regions were also observed to express the beta galactosidase marker more frequently than in the rest of the muscle fibers, possibly contributing to impaired regeneration. To reconcile these observations, we queried the miRPathDB 2.0 database for experimentally confirmed target transcripts of miR-22 involved in senescence, identifying two negative regulators of the mechanistic target of rapamycin (mTOR) pathway, *Ddit4* and *Pten*. Counteraction of the pathological overactivation of mTOR in DMD is known to reduce tissue inflammation through the rescue of impaired autophagic flux. Therefore, we performed gene expression profiling on GAS and assessed overexpression of both targets in treated D2-mdx, as we previously identified in DIO mice (Figure 4C). Furthermore, to strengthen our hypothesis regarding improved autophagy induction, we investigated the expression of transcription factors involved in controlling several elements of the autophagic pathway. Indeed, forkhead box O family members, *FoxO1* and *FoxO3*, were both upregulated in treated animals (Figure S2E). Increased autophagosome formation was then verified, assessing the levels of microtubule-associated protein 1 light chain 3 beta (MAP1LC3B) in the lipidated, membrane-bound form (LC3-II) over the cytosolic form (LC3-I). Improvement in autophagy is related to fibrosis. Picrosirius red staining (PSR) of GAS in dystrophic mice revealed a complementary reduction in connective tissue deposition following miR-22 inhibition only in three mice, highlighting subgroups of responders and non-responders (Figure 4E) among the treated animals. The separation according to treatment effect was supported by a negative correlation between fibrosis extension and the expression of genes associated with oxidative fibers, reconciling this key histological feature with metabolic rewiring. This suggests a beneficial impact of miR-22 inhibition on extracellular matrix remodeling during regeneration only in the presence of a higher oxidative metabolic profile (Figure 4F).

Collectively, our results demonstrate that the pharmacological inhibition of miR-22 is associated with enhanced autophagosome formation in dystrophic tissue and negative control of the mTOR signaling in skeletal muscle. These molecular alterations coincide with a marked reduction in immune cell infiltration and fibrosis, effects that are further supported by the induction of an oxidative fiber gene program.

## 3. Discussion

Muscle degeneration is a hallmark of numerous chronic conditions—including muscular dystrophies, sarcopenia, and metabolic diseases—and it is projected to rise globally with progressive aging of the population and increasing sedentary lifestyles. Modulation of several myomiRs, either supporting muscle regeneration or mitochondrial health, has already been proven successful to restore muscle function in models of muscle dystrophy [39,40,41]. Despite not being a myomiR, miR-22 is one of the most highly expressed miRNAs in striated muscles, where it has been previously described to have a role in myogenic differentiation, hypertrophy, and fiber-type remodeling [42,43,44]. Its marked tissue expression and poor cellular uptake and distribution of ASOs in the muscle tissue are challenging aspects that were initially addressed to prove whether effective pharmacologic targeting of miR-22 could be achieved. Although several strategies have been presented to improve ASO delivery to muscles, a selective delivery system for this tissue remains to be established, unlike for others [45], thus failing to avoid accumulation in the liver and kidneys while increasing molecular complexity and possibly reducing the stability of the compound. While primarily reaching the liver, the data presented in this paper show that the anti-miR-22 compound can readily engage with the target miRNA in skeletal muscle without requiring high doses while maintaining a weekly regimen. Inhibition of the miRNA upon subcutaneous administration was further observed in plasma, despite being less potent. However, the lower inhibition observed in circulating miR-22 could be explained by the large fraction of protein-bound miRNAs that are present in plasma, decreasing the binding efficiency of the ASO [46].

miR-22 is an emerging therapeutic target, as it is involved in the negative control of oxidative metabolism in liver and adipose tissue [33,47,48]. Among the main pathways regulated by miR-22, lipid and glucose metabolism, in conjunction with mitochondrial biogenesis, are collectively responsible for maintaining metabolic plasticity in muscle and were observed to be impaired in metabolic conditions such as obesity [48,49]. In a mouse model of obesity, we showed that miR-22 inhibition caused transcriptional activation of myogenic programs, with cohesive expression of muscle contraction and structure development genes, suggesting a beneficial adaptation of skeletal muscle as a compensatory mechanism in response to the HFD. Overexpression of genes such as *Myog*, *MyoD1*, and myosin heavy-chain isoforms reflects a transcriptional signature that increases force generation. Overexpression of *Myog* is known to favor an oxidative shift in muscle fibers, which better protects against muscle atrophy and improves resistance to fatigue [50,51]. Fiber-type switching upon miR-22 inhibition was observed in GAS, a muscle with a predominant glycolytic fiber composition, which underwent transcriptional upregulation of Myh7 compared to the HFD control, as well as for nuclear genes involved in the maintenance of mitochondrial homeostasis. Among them, Opa1 encodes for a crucial factor, orchestrating mitochondrial fusion, a paramount process in high-energy-demanding tissues to optimize maximal oxidative capacity [52,53]. Therefore, rescue of OPA1 in tandem with NRF1, a transcription factor whose expression and control over mitochondrial genome replication are dependent on PGC-1α, represents a cohesive effort to replenish the mitochondrial loss due to HFD.

Parallel to the induction of oxidative capacity and the support of mitochondrial fusion to improve muscle atrophy and wasting, mTOR signaling inhibition has been described as a promising therapeutic strategy for chronic degenerative conditions exhibiting mTOR complex 1 (mTORC1) hyperactivation, such as muscular dystrophy [54]. Despite the induction of catabolic processes associated with the expression of atrogenes and proteasomal degradation pathways, blockage of mTOR signaling benefits dystrophic muscles, decreasing fibrotic tissue and improving the autophagic flux, which normalizes protein turnover and lowers intracellular debris while decreasing inflammation [55,56]. miR-22 post-transcriptionally controls the expression of *Ddit4* and *Pten*, two genes encoding for negative regulators of mTORC1 that act on separate upstream pathways [57,58]. Therefore, D2-mdx mice were chosen to explore the therapeutic benefit of an anti-miR-22 therapy for the improved resemblance to the human disease pathophysiology, exhibiting a more severe fibrotic and inflammatory phenotype than the original dystrophic C57BL/10ScSn-Dmdmdx/J model. The disease course in the model is divided into three main phases, as previously characterized by Hammers et al. [59]. The treatment was started during the peak of the initial inflammatory phase, which is responsible for causing most of the muscle damage, thus maximizing the contribution of the following regenerative phase. As the beginning of the treatment was withheld until mice were 10 weeks old, this work shows the effects of miR-22 only during the secondary regenerative phase, which is characterized by the constant buildup of fibrotic tissue, which will be responsible for the final atrophy phase, set to start at 4 months of age. These aspects can be observed in control animals, whose locomotory performance peaked at 14 weeks old and declined afterward. Therefore, we used this timepoint to interpret the efficacy of the pharmacologic inhibition on motor function and muscle strength. The induction of mitochondrial remodeling in skeletal muscles toward increased oxidative metabolism, confirmed in both models, supports the beneficial effect on muscle endurance, as pharmacological and genetic induction of mitochondrial biogenesis has already been shown to produce increased locomotor function and fatigue resistance [60,61,62]. This further correlates with decreased accumulation of fibrotic tissue in GAS, which is concordant with the strong induction of oxidative fibers and mTORC1 inhibition [63,64]. Alongside fostering autophagy and mitochondrial biogenesis, prolonged inactivation of mTOR signaling is also responsible for the suppression of muscle hypertrophy and repair programs, leading to atrophy [62]. Neither of our models suffered muscle wasting nor muscle loss; we speculate that both the environmental and genetic stressors (prolonged HFD and defective DMD protein) cause hyperactivation of mTORC1 either by disrupting the feeding–fasting cycle or through chronic inflammation and consequent continuous activation of the regenerative programs. Dampening mTOR activation in this model would also reduce chronic inflammation, lowering immune cell infiltration. Supporting the immunogenic role of miR-22, miR-22 KO mice were shown to bear less tumor macrophage infiltration and reduce their activation, while miR-22 was separately confirmed to control monocyte/macrophage differentiation [65,66]. Therefore, systemic and not muscle-specific inhibition of miR-22 negatively impacts monocyte maturation, potentially decreasing pro-inflammatory cytokines and chemokines to reduce the chronic enhanced immune response induced by the continuous tissue damage.

The present study entails some methodological limitations. We acknowledge the absence of a chemistry-matched ASO with a scrambled sequence as a more appropriate matched control for the pharmacologic compound tested, although previous in vitro and in vivo observations suggested no significant difference between a non-targeting ASO and saline solution in modulating gene expression. Moreover, a more comprehensive investigation of the autophagic flux in these models is needed to confirm functional changes in the autophagic pathway following inhibition of miR-22.

Curative therapies for DMD—such as exon-skipping agents (e.g., Eteplirsen, Golodirsen, Viltolarsen, Casimersen, SRP-5051, PGN-ED051, ENTR-601-44) and gene therapies (e.g., Elevidys)—are advancing toward clinical use. We acknowledge that a miRNA-based approach like the one presented in this work could be best positioned as an adjuvant strategy. In this context, we propose that our anti-miR-22 ASO could be combined with exon-skipping therapies to enhance therapeutic efficacy. Future studies will focus on evaluating the feasibility and additive benefit of such a combinatorial approach. This work aimed to explore the broader therapeutic potential of miR-22 inhibition in mitigating multiple contributors to muscle wasting, leveraging its recent clinical progress in metabolic syndrome. Demonstrating a myogenic effect of miR-22 inhibition would support its application in weight-loss therapies to preserve lean mass, while potential weight-reducing properties may enhance its benefit in muscular dystrophy by improving metabolic status and quality of life.

This work suggests a regulatory role of miR-22 in the disease-dysregulated response causative of muscle atrophy in the context of obesity and muscular dystrophy. It proposes a novel therapeutic strategy based on ASO-mediated inhibition of the miRNA to improve muscle function through promoting a higher oxidative transcriptional profile and increased autophagy activation. Compensation for the disease-driven alterations was shown to decrease fibrotic accumulation and macrophage infiltration in fast glycolytic skeletal muscles, increasing muscle endurance and fatigue resistance. Functional and morphological improvement underscore the therapeutic value of targeting miR-22 to intervene upstream of broad degenerative cascades.

## 4. Materials and Methods

### 4.1. Characterization of the Antisense Nucleotide Compound

The anti-miR-22 ASO compound employed in this study was synthesized by Integrated DNA Technologies (IDT, Leuven, Belgium) with the sequence reported below:

5′-CTTcaACtgGCAgCT-3′.(1)

The ASO was designed to feature a complete phosphorothioate backbone (i.e., all internucleoside linkages are PS) with interspersed DNA nucleotides (lowercase letters) and LNA-modified nucleotides (uppercase letters). The purity of the compound was ensured by HPLC purification and assessed via ESI-MS. The injectable solution was freshly prepared before each study, reconstructing the lyophilized compound in a 0.9% NaCl solution. The resulting 1 mg/mL stock solution was aliquoted and stored at −20 °C in single-use vials, thawed before the treatment. The concentration was calculated using the Lamber–Beer equation (MW: 5089.1 Da; ε = 134,000 L/(mole cm)). The estimated melting temperature of the compound is Tm = 66.1957 °C.

### 4.2. Cell Culture and Treatment

Murine C2C12 myoblasts (CRL-1772) and human primary skeletal muscle cells (HSkMC, PCS-950-010) were purchased from ATCC. Both cell lines were cultured at 37 °C, 5% CO_2_, following the manufacturer’s protocol. Briefly, C2C12 myoblasts were expanded in DMEM (Thermo Fisher, Cat. No. 11965092, Roskilde, Denmark) supplemented with 100 U/mL penicillin–streptomycin (Thermo Fisher, Cat. No. 15140122, Roskilde, Denmark) and 10% FBS (Sigma-Aldrich, Cat. No. 12103C, Darmstadt, Germany ) to 90% confluency. Cells were subsequently cultured in differentiation medium (DMEM, 2% FBS) for 5 days to induce the formation of syncytia. HSkMC was cultured in a Primary Skeletal Muscle Growth Kit (ATCC, Cat. No. PCS-950-040, Manassas, VA, USA). Cells were allowed to differentiate on fibronectin-coated plates in Skeletal Muscle Differentiation Medium (ATCC, Cat. No. PCS-950-050) for 5 days. Full differentiation was confirmed by morphology inspection for both cell lines. Differentiated myotubes were treated either with a vehicle solution (0.9% NaCl) or 250 nM anti-miR-22 ASO for 4 days. To maintain constant culture conditions, the medium was renewed every 2 days, freshly supplemented with the anti-miR-22 ASO.

### 4.3. Animals and Treatments

Handling of animals, used diets, housing, and animal experiments performed in this study were carried out in two separate models of muscle wasting in accordance with the “Guidelines for Animal Experimentation” and under approval of “The Danish Animal Experiments Inspectorate” (Protocol no 2019-15-0201-00310; 2024-15-0201-01702). In the first mouse model mediated by diet-induced obesity (DIO), 7-week-old C57BL/6JBomTac male mice (Taconic Biosciences, Leverkusen, Germany) were randomized in groups of 5 upon receipt and let acclimate for 2 weeks on a 12 h light–12 h dark cycle at 21–23 °C. Mice were subsequently switched to a 60% fat diet (HFD) (Brogaarden, Cat. No. D12492i, Lynge, Denmark) with ad libitum access to food and water and were weighed weekly (Table S1, Supplementary Materials). After 9 weeks, mice were randomized into control and treatment groups once they all surpassed 40 g, and they were subcutaneously injected with either sterile 0.9% saline solution (CTRL) or 10 mg/Kg/week of anti-miR-22 ASO for 14 weeks while on HFD. GAS muscles were collected from sacrificed animals, rinsed in cold PBS, and immediately frozen at −80 °C.

A second model of muscle atrophy featuring muscle dystrophy was obtained by purchasing 6-week-old D2.B10 (DBA/2-congenic) Dmd^mdx^ (D2-mdx) mice from Jackson Laboratory (Cat. No. 013141, Bar Harbor, ME, USA), later housed in a 12 h light–12 h dark cycle in a 21–23 °C pathogen-free barrier facility with free access to food (LabDiet 5K52, 6% fat) and water. Mice were left to acclimate for 4 weeks, randomized, and then subcutaneously injected with either 1% v:w of sterile 0.9% saline solution (CTRL) or 20 mg/Kg of anti-miR-22 ASO (loading dose). Injections were performed once weekly for a total of 12 weeks, during which mice were weighed twice a week (Table S1, Supplementary Materials). Starting from the second injection, the ASO was administered as half the loading dose for the remaining 11 weeks. All subcutaneous injections were performed with a 27 G needle to administer volumes of 10 mL/Kg, alternating right and left inguinal injections to improve animal welfare.

Mice from both studies were subjected to cardiac puncture under isoflurane sedation and subsequently sacrificed by cervical dislocation to be immediately dissected. Organs and tissues were harvested, weighed, and rinsed in cold PBS before being grossed and either snap frozen for RNA and protein extraction or fixed in 10% Neutral Buffered Formalin (NBF) for histological analysis.

### 4.4. Muscle Function Evaluation

To evaluate the effect of miR-22 inhibition on the dystrophic phenotype, tests were performed to assess balance, muscle endurance, and strength on D2-mdx mice, adapting protocols previously published [67]. Ten-week-old mice were initially trained for the rotarod test, forelimb strength test, and four-limb hanging test during the two days preceding the first injection. The training allowed the animals to familiarize themselves with the exercises and the experimenter. The tests were all performed every fourth week in the span of 2 days before the animals received their weekly dose. Mice were transferred to the test room and allowed to acclimate for 30 min. After being weighed, mice were challenged to hang with all four limbs from a metal grid (400 × 400 × 2 mm) as part of the lid of a rat cage. Singular mice were allowed to grasp the grid before being inverted 40 cm over a layer of soft fabric. The height was optimized to avoid intentional jumps while avoiding injuries. A maximum hanging time was set to 600 s, and mice falling prematurely were given up to three total attempts to improve their performance. This was performed to reduce the effect of clumsiness while avoiding overtiring the animal. Muscle endurance was calculated as impulse based on the formula:

J = mg t,(2)

where mg is the weight of the mouse in newtons (N), and t is the longest hanging time in seconds. Impulse values were used for further analysis. All animals were allowed to rest for at least 1.5 h before being placed in a Rotamex-5 (Columbus Instruments, v2.20, Columbus, OH, USA) system. Mice in the same treatment group were challenged in groups of three to walk on the rolling spindle (3 cm diameter) with a starting rotation speed of 5 rpm, gradually accelerating (1.2 rpm/10 s) to 45 rpm. Every animal was allowed to repeat the run three times for up to 500 s, and the best running time was used for further analysis. Mice were returned to the housing facility and transferred back to the test room on the next day, 30 min prior to testing. After being weighed, mice were tested for grip strength by rapidly pulling the animal away from a bio-GS3 system (Bioseb, Pinellas Park, FL, USA), allowing them to register peak force once the front paws release the grid. Every animal was challenged with four sets of measurements, each set consisting of three rapid tests. Mice were allowed to rest for 90 s between sets, but not between each triplicate. The average of the four strongest pulls normalized on body weight was used for further analysis.

All the equipment was carefully sanitized with ethanol, and gloves were changed between animals to avoid any influence.

### 4.5. Blood Collection and Plasma Processing

Blood was obtained through cardiac puncture of anesthetized mice after 12 weeks of treatment. Blood was collected in K2EDTA microtainer tubes (BD 365975, Franklin Lakes, NJ, USA) and centrifuged at 2000× *g* for 15 min at 4 °C to collect the plasma for downstream analysis. The plasma was snap-frozen before storage at ultra-low temperature.

### 4.6. Histological Analysis

For histological analysis, kidneys, spleen, liver, GAS, and diaphragm muscles of D2-mdx mice were dissected and rinsed in cold PBS before fixing for 24 h at 4 °C. Muscle tissues were subsequently washed and incubated in 15% sucrose in PBS for 24 h before storing them in 30% sucrose for OCT freezing and cryo-sectioning. Kidneys, spleen, and liver were progressively dehydrated in 70% ethanol before paraffin embedding (FFPE). Samples were shipped to Histowiz, Inc. (Brooklyn, NY, USA) for embedding and staining. All organs and tissues were stained with hematoxylin and eosin (H&E) to assess tissue histology. Liver, kidney, and spleen were evaluated for retained structural physiology following ASO administration, focusing primarily on the absence of hyperplasic lesions, immune infiltration, and necrosis. Skeletal muscles were evaluated for fibrosis and lipid accumulation, immune infiltration, and cellular senescence. Muscular fibrosis was assessed with Picro Sirius Red (PSR) staining, whereas Oil Red-O (ORO) staining confirmed lipid accumulation on gastrocnemius 8 µm thick cryosections. To visualize the extent of immune infiltration and senescence, 5 µm thick sections of FFPE gastrocnemius muscles were deparaffinized in xylene and rehydrated before staining with anti-F4/80 (Cell Signaling Technology, #CST70076, Leiden, The Netherlands) and anti-beta-galactosidase (Ebioscience, #14-6773-81, Roskilde, Denmark) antibodies. The signal was visualized with 3,3′-diaminobenzidine (DAB) substrate, while nuclei were counterstained with hematoxylin. All acquisitions were performed on the Leica DM5000B brightfield microscope and were analyzed with Fiji software 1.54p (v. 1.8.0).

### 4.7. RNA Extraction, cDNA Preparation and Quantitative Real Time (qRT)-PCR

Total RNA was extracted from GAS and diaphragm muscles using the phenol–chloroform method as previously published [68]. Briefly, 20–30 mg of frozen muscle were manually homogenized with a mortar and pestle in 1 mL of QIAzol (Qiagen, Hilden, Germany) and incubated for 5 min at room temperature (RT). A total of 0.2 mL of chloroform (Sigma-Aldrich, Darmstadt, Germany) was added and thoroughly mixed with the lysate before centrifugation (12,000× *g*, 15 min, 4 °C). RNA was precipitated from the aqueous phase with 1:1 (*v*/*v*) cold isopropanol by centrifugation (12,000× *g*, 10 min, 4 °C) following 15 min RT incubation. The RNA pellet was washed twice with 0.5 mL of 70% ethanol and air-dried before being eluted in nuclease-free water. RNA was quantified with the Varioskan LUX Multimode Microplate Reader (Thermo Scientific, Roskilde, Denmark), and 2 µg of RNA was used for reverse transcription. miRNA quantification was performed, as previously described [69]. Briefly, total RNA was incubated with *E. coli* Poly(A) Polymerase (NEB# M0276) following the manufacturer’s protocol, and 10 µL of the reaction was reverse transcribed with SuperScript™ IV First-Strand Synthesis System (Invitrogen, Roskilde, Denmark), using a custom-made primer (5′-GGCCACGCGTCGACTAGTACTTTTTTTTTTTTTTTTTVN-3′) to enable elongation of the complementary DNA (cDNA). Diluted cDNA was quantified by qRT-PCR using PowerUp™ SYBR™ Green Master Mix (Applied Biosystems, A25742, Roskilde, Denmark) on a QuantStudio 6 Flex System (Applied Biosystems) following the manufacturer’s protocol. Gene expression was calculated with QuantStudio Real Time PCR software (v. 1.7.2) using the 2^ddCt^ method, using *Gapdh* and miR-16 as reference genes for transcripts and miR-22, respectively. Primers were purchased from Integrated DNA Technology; sequences are provided in Table 1.

### 4.8. ELISA for Quantification of Anti-miR-22 ASO in Liver and Skeletal Muscle

Snap-frozen liver and GAS samples (~50 mg) of control or anti-miR-22 ASO-treated DIO mice were homogenized in 700 µL of RLT buffer (Qiagen). Homogenates were diluted 1:2 in RLT and centrifuged (17,000× *g*, 20 min, 4 °C) to collect the supernatant for a downstream analysis.

The ASO level in the tissues was quantified using a custom hybridization ELISA (hELISA) with biotinylated DNA/LNA probes. A probe pair was optimized to hybridize two distinct parts of the ASO sequence while featuring either a biotin or digoxin molecule positioned at the 5′ or 3′ end, respectively.

Diluted samples and standard curves were prepared in triplicate by mixing 50 µL of the sample or standard with 50 µL of a 25 nM probe mix in a 10× SCCT buffer containing 0.1% Tween-20. After 1 h of incubation at room temperature on gentle agitation (300 rpm), the hybridized complexes were transferred to streptavidin-coated plates for 30 min to immobilize the hybrid. Plates were washed and incubated with anti-digoxigenin–peroxidase Fab fragments (Roche, 1:3000, Basel, Switzerland). Detection was performed by incubating the immobilized samples for 4 min with a TMB substrate. The reaction was stopped with 0.5 M sulfuric acid, and absorbance was measured at 450 nm.

### 4.9. Library Preparation and Sequencing

To unravel the primary effect of miR-22 inhibition on the transcriptome of skeletal muscles, we performed a bulk RNA-seq analysis on RNA extracted from the gastrocnemius of DIO mice fed 60% HFD. RNA quality was checked using the TapeStation (Agilent, Waldbronn, Germany), allowing for a minimum RIN value of 7. 500 ng of RNA to be used for library preparation using the Illumina stranded mRNA prep kit (Illumina, Cambridge, UK), following the manufacturer’s instructions.

Libraries were assessed for quality using the TapeStation (Agilent), showing a peak at around 280 bp for all samples, indicating good library quality. The libraries were then quantified using the Qubit 1X dsDNA High Sensitivity kit (Invitrogen) and sequenced on the Illumina NextSeq1000 System (paired-end 60 bp reads). RNA-seq and library preparation were performed at the Molecular Biotechnology Center (MBC) of Torino University.

### 4.10. RNA Sequencing Analysis

Sequencing data were pre-processed using a custom Snakemake pipeline. Briefly, the pipeline executes a set of rules in order to conduct the following:

I. Preprocess and perform quality control for sequencing data using the FastQC tool (v. 0.12.0) (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/, accessed on 8 October 2025) and the MultiQC framework (v. 1.29) (https://github.com/MultiQC/MultiQC, accessed on 8 October 2025).
II. Trimming of the sequencing reads for adapter/low-quality sequence using the fastp tool (v. 1.0.0) (https://github.com/OpenGene/fastp, accessed on 8 October 2025) with default parameters.
III. Mapping the filtered reads to GRcm39 genome using STAR with the following options: --outSAMtype BAM SortedByCoordinate --outSAMunmapped Within --chimOutType WithinBAM --outFilterType BySJout --outFilterMultimapNmax 200 --alignSJoverhangMin 8 --alignSJDBoverhangMin 1 --outFilterMismatchNmax 999 --outFilterMismatchNoverReadLmax 0.04 --alignIntronMin 20 --alignIntronMax 1,000,000 --alignMatesGapMax
IV. Quantify the number of reads mapping to each gene using gene annotation from Gencode M25 using the FeatureCounts utility of the Subread package [70] with parameters set to -t exon --extraAttributes gene_name -p -C --countReadPairs. Counts were restricted to the last 500 bp of the 3′UTR of each gene to handle biases in sequencing coverage.
V. Perform read counts normalization and differential gene expression analysis using DESeq2 [71] with its default settings to fit the negative binomial model and perform Wald tests, identifying genes that are differentially expressed between the anti-miR-22 ASO-treated and control muscles. After calculating the initial results, the lfcShrink function of DESEq2 with the “ashr” method was used to moderate extreme Log Fold Change estimates, reducing the impact of low-count genes and leading to more reliable effect size estimates for ranking and interpretation.

### 4.11. Protein Extraction and Immunoblotting

Snap-frozen muscles were homogenized with Tissuelyser III (Qiagen) in ice-cold lysis buffer (20 mM Tris-HCl, pH 8.0, 137 mM NaCl, 2.7 mM KCl, 1 mM MgCl_2_, 1 mM NaEDTA, 1 mM EGTA, 1% Triton X-100, 10% glycerol) supplemented with fresh phosphatase and protease inhibitors (Roche, # 04693116001, Basel, Switzerland). Lysates were centrifuged at 13,000× *g* for 20 min at 4 °C and quantified with Protein Assay Dye Reagent Concentrate (Bio-Rad, #5000006, Basel, Switzerland) following the manufacturer’s protocol. In total, 20 µg of protein lysates were separated by SDS-PAGE on 4–12% gradient Bis-Tris gels (ThermoFisher Scientific, #NW04120BOX, Roskilde, Denmark) and transferred to a nitrocellulose membrane on a Trans-Blot Turbo system (Bio-Rad, Basel, Switzerland). The membrane was blocked in 5% non-fat dry milk (Santa Cruz Biotechnology, Heidelberg, Germany) in 0.1% TBS-Tween (TBS-T) for 1 h before overnight incubation with primary antibodies in 3% BSA TBS-T (1:5000 anti-GAPDH (Protein Tech, #60004-1-Ig, Manchester, UK), 1:200 anti-LC3B (Santa Cruz, #SC-376404)). The membranes were washed three times for 10 min with wash buffer (TBS-T) before and after incubation with the appropriate secondary antibody (Cell Signaling Technology, #7076). The signal was imaged on a ChemiDoc MP instrument (Bio-Rad) upon incubation with Clarity Western ECL substrate (Bio-Rad). The band signal was quantified with Image Lab v.6.1 software (Bio-Rad). The LC3 band signal was normalized on GAPDH first, and the LC3 II/I ratio was calculated on the normalized band signals.

### 4.12. Statistical Analysis

All data represent at least three independent experiments unless specified. Post hoc statistical analysis was performed using Graphpad Prism v.10.4 and encompassed unpaired *t*-test corrected with the Holm-Šidak method for multiple comparisons, and mixed-effects models for repeated measurements with the alpha threshold set at 0.05 and corrected for multiple comparisons based on the Tukey test. One outlier in Figure 1D was removed, as it fell outside the 97.5% tolerance interval of the bivariate dataset obtained by plotting the first two PCA components of all biological replicates within the 10 mg/Kg treatment group. PCA components for each biological replicate were calculated with the *PCAGrid* function (“rrcov” R package v. 1.7-7) using the gene expression data of nine genes and graphed on a biplot to confirm via visual inspection.

## Figures and Tables

**Figure 1:**
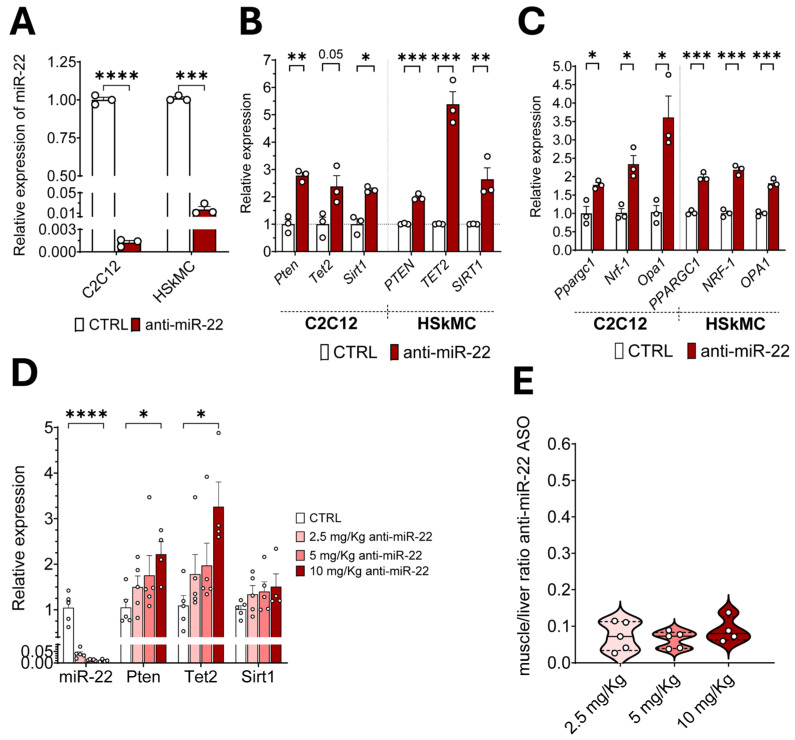
Anti-miR-22 mediates miR-22 inhibition in vitro and in vivo. qRT-PCR assessment of miR-22 levels (**A**) and expression of direct target genes (**B**) in murine C2C12 myotubes (*n* = 3) and differentiated human skeletal muscle cells (HSkMC) (*n* = 3) after a 96 h treatment with either saline solution (CTRL) or 250 nM anti-miR-22 ASO. (**C**) Gene expression analysis of genes involved in mitochondrial biogenesis (*Pparg1*, *Nrf1*) and mitochondrial fusion (*Opa1*) in C2C12 cells (*n* = 3) and HSKMC (*n* = 3) cells. (**D**) Level of miR-22 and expression of its direct target genes at three concentrations of anti-miR-22 ASO (shades of red). RNA was extracted from the GAS of an HFD-induced obesity mouse model (60% fat) (*n* = 5). (**E**) Direct quantification of the anti-miR-22 ASO in muscle relative to liver accumulation at the three working doses. Median (Q2) (solid line) with first (Q1) and third quartile (Q3) (dotted lines) (*n* = 5). Data are otherwise shown as mean ± SEM. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001 (unpaired *t*-test).

**Figure 2:**
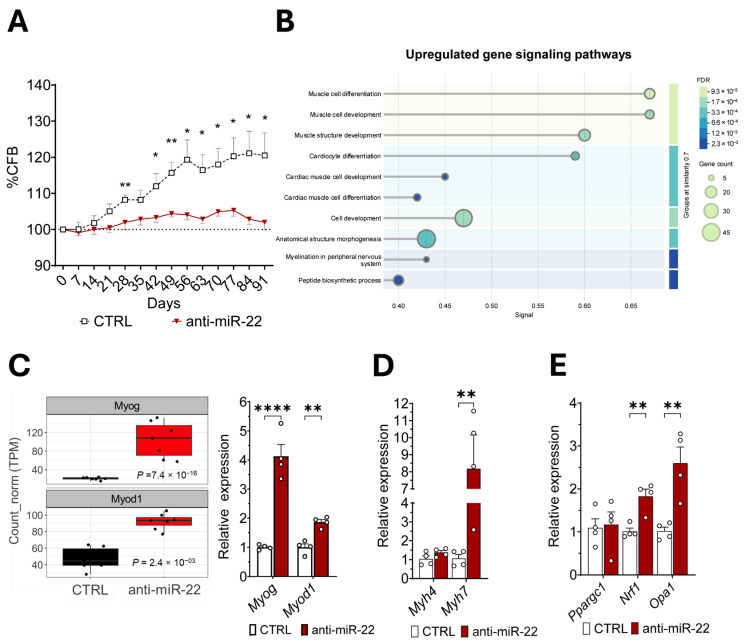
miR-22 inhibition drives muscular remodeling through mitochondrial biogenesis and fusion in healthy muscles. (**A**) Percentage of change from baseline (%CFB) in the weight of DIO mice injected with either control or anti-miR-22 ASO at 10 mg/Kg (*n* = 5). (**B**) Gene ontology analysis of upregulated biological processes enriched for differentially expressed genes (DEG) induced by anti-miR-22 ASO in GAS muscle of DIO mice. (**C**) Transcript counts of key genes differentially expressed in the treated animals compared to the control and involved in myogenesis and muscle differentiation (TPM); their validation by qRT-PCR (right). (**D**) Comparison between expression of slow (*Myh7*) and fast (*Myh4*) myosin heavy-chain genes in GAS of DIO mice. (**E**) Gene expression analysis of genes involved in mitochondrial biogenesis (*Pparg1*, *Nrf1*) and mitochondrial fusion (*Opa1*) in DIO mice GAS (*n* = 5). Data are shown as mean ± SEM. * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001 (mixed-effects models (**A**); unpaired *t*-test (**C**–**E**)).

**Figure 3:**
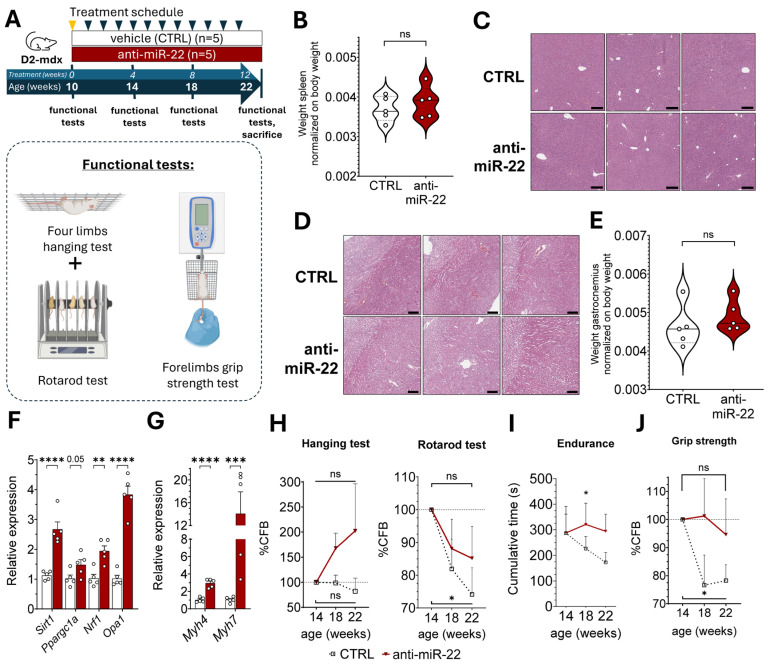
miR-22 inhibition improves the dystrophic phenotype in a DMD mouse model, ameliorating motor functions and fibrosis in limb muscles. (**A**) Schematic representation of the study design with the motor function tests performed during the study. D2-mdx mice were injected weekly (arrows) either with saline solution (CTRL) or the anti-miR-22 ASO at 10 mg/Kg for 12 weeks. Loading dose (yellow arrow) was 20 mg/Kg. Motor function was assessed every four weeks from the beginning of the study. (**B**) Spleen-to-body ratio in control and ASO-treated mice (Q1, Q2, Q3) (*n* = 5). Representative H&E staining of livers (**C**) and kidneys (**D**) of control and ASO-treated D2-mdx mice employed in histological analysis for assessment of the ASO’s possible hepatotoxicity and nephrotoxicity (*n* = 5) (bar = 200 µm). (**E**) Muscle-to-body ratio of GAS in control over ASO-treated mice (Q1, Q2, Q3). (**F**) Expression of genes associated with mitochondrial biogenesis and fusion in the GAS muscle of treated and control D2-mdx mice. (**G**) Comparison between expression of slow (*Myh7*) and fast (*Myh4*) myosin heavy chain genes in GAS of control and ASO-treated D2-mdx mice. The effect of miR-22 inhibition on muscle endurance and balance was assessed as the percentage of change from baseline (%CFB) in the last 8 weeks of the study in the four-limbs-hanging test and rotarod test (**H**), while muscle strength (**J**) was quantified by the forelimb grip strength test. (**I**) Cumulative time of hanging and walking time measured in the hanging and rotarod tests performed subsequently are plotted as a measure of muscle endurance. Data are shown as mean ± SEM unless specified. ns: *p* > 0.05, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001 (unpaired *t*-test (**B**,**E**–**G**); mixed-effects models (**H**–**J**)).

**Figure 4:**
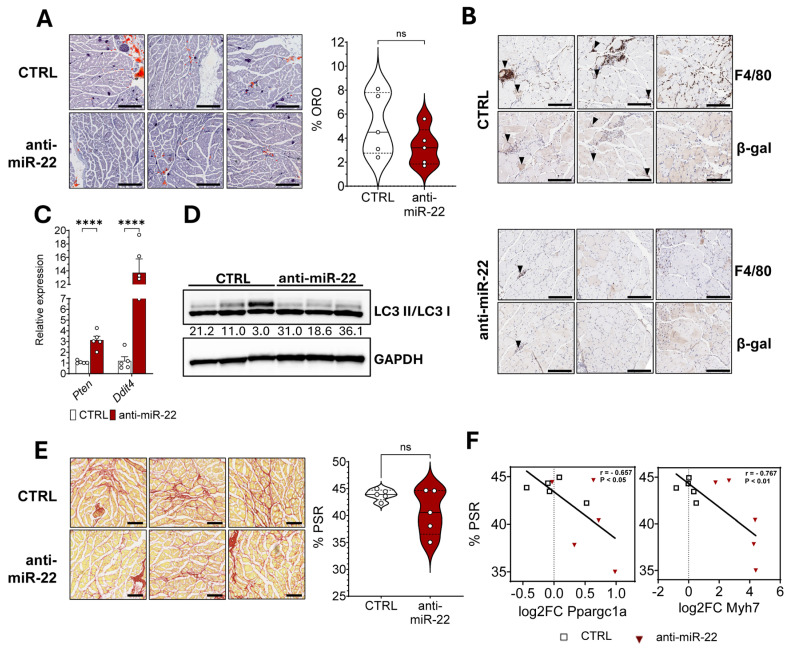
Molecular and functional improvement mediated by miR-22 inhibition is promoted through decreased immune infiltration due to enhanced autophagy in skeletal muscles of D2-mdx mice. (**A**) Oil red O (ORO) staining and quantification of intramuscular lipid accumulation in GAS of control and treated mice (Q1, Q2, Q3) (*n* = 5) (bar = 500 µm). (**B**) Immunohistochemical staining (DAB) performed on histologically matched regions on serial consecutive tissue sections to visualize macrophage infiltration (F4/80) and cellular senescence (β-gal) in GAS of control (upper panel) and anti-miR-22 ASO-treated mice (lower panel) (*n* = 3) (bar = 200 µm). Black arrows highlight senescent macrophages in foci. (**C**) Gene expression of repressors of the mTOR signaling pathway in GAS of control and ASO-treated mice (*n* = 5). (**D**) Immunoblot quantification of autophagic activation in GAS is calculated as the ratio of lipidated MAP1LC3B II and cytosolic MAP1LC3B I forms, normalized over GAPDH expression. Ratios are provided below the image (*n* = 3). (**E**) Picrosirius red staining (PSR) and quantification of connective and fibrotic tissue in GAS muscles of control and anti-miR-22 ASO-treated mice (Q1, Q2, Q3) (*n* = 5) (bar = 200 µm). (**F**) Correlation between *Pparg1a* gene expression and fibrosis in GAS of D2-mdx mice. Data are shown as mean ± SEM unless specified. ns: *p* > 0.05, **** *p* < 0.0001 (unpaired *t*-test (**A**,**C**,**E**); Pearson correlation, two-tailed (**F**)).

**Table 1:** Primer sequences used for gene expression analysis.

Gene	Species	Forward Primer	Reverse Primer
*Ddit4*	mouse	GCCGGAGGAAGACTCCTCATA	CATCAGGTTGGCACACAGGT
*Fbxo32*	mouse	CGACCTGCCTGTGTGCTTAC	CTTGCGAATCTGCCTCTCTG
*Foxo1*	mouse	CGTGCCCTACTTCAAGGATAA	GCACTCGAATAAACTTGCTGTG
*Foxo3*	mouse	GTGTGCCCTACTTCAAGGATAA	TCATTCTGAACGCGCATGA
*Gapdh*	mouse	TGACCACAGTCCATGCCATC	GACGGACACATTGGGGGTAG
*Myh4*	mouse	GCCTCCTTCTTCATCTGGTAA	CGATTCGCTCCTTTTCAGAC
*Myh7*	mouse	TACTTGCTACCCTCAGGTGG	ATGGCTGAGCCTTGGATTCTC
*Myod1*	mouse	TACGACACCGCCTACTACA	GGAGATGCGCTCCACTATG
*Myog*	mouse	AGTGAATGCAACTCCCACAG	GACGTAAGGGAGTGCAGATTG
*Nrf1*	mouse	ACAGATAGTCCTGTCTGGGGAAA	TGGTACATGCTCACAGGGATCT
*Opa1*	mouse	CCGACCTGGACAAGATTACTG	CCATGATCTGTTGCTCGAAATG
*Ppargc1*	mouse	CCCATACACAACCGCAGTC	GAACCCTTGGGGTCATTTG
*Pten*	mouse	AGGCACAAGAGGCCCTAGAT	CTGACTGGGAATTGTGACTCC
*Sirt1*	mouse	CAGTGAGAAAATGCTGGCCTA	TTGGTGGTACAAACAGGTATTGA
*Tet2*	mouse	GTGGACTGCGAGGCTGAG	AGTCTTGGGAGGGCAAGC
*Trim63*	mouse	GGTGCCTACTTGCTCCTTGT	CTGGTGGCTATTCTCCTTGG
*GAPDH*	human	GATTCCACCCATGGCAAATTC	GTCATGAGTCCTTCCACGATAC
*NRF1*	human	GTATCTCACCCTCCAAACCTAAC	CCAGGATCATGCTCTTGTACTT
*OPA1*	human	CTCACCATGTGGCCCTATTT	ACGGTACAGCCTTCTTTCAC
*PPARGC1*	human	ACGAAGAGCTCTCCTCCTTC	CAGCATAGAGTTGCTCCTCC
*PTEN*	human	TCCACAAACAGAACAAGATGCTA	CGATTTCTTGATCACATAGACTTCC
*SIRT1*	human	AAATGCTGGCCTAATAGAGTGG	TGGCAAAAACAGATACTGATTACC
*TET2*	human	GAAAAAGATGAAGGTCCTTTTTATACC	TTTACCCTTCTGTCCAAACCTT

## Data Availability

The datasets generated and/or analyzed during the current study are available from the corresponding authors on reasonable request. The RNA-seq dataset discussed in this publication has been deposited in NCBI’s Gene Expression Omnibus [72] and is accessible through GEO Series accession number GSE309212 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE309212, accessed on 8 October 2025).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms26209900/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

AKT	serine/threonine (Ser/Thr) kinase
ASO	antisense oligonucleotide
ATP	adenosine triphosphate
DDIT4	DNA-damage-inducible transcript 4
DEGs	differentially expressed genes
DIO	diet-induced obesity
DMD	Duchenne muscular dystrophy
FAO	fatty acid oxidation
FOXO	forkhead box O
GAS	gastrocnemius
H&E	Hematoxylin and eosin
HFD	high-fat diet
HSkMC	human skeletal muscle cells
IMAT	intramuscular adipose tissue
MAP1LC3B/LC3	microtubule-associated protein 1 light chain 3 beta
LNA	locked nucleic acid
MetS	metabolic syndrome
miR-22	microRNA-22
miRNAs	microRNAs
mTOR	mammalian target of rapamycin
mTORC1	mammalian target of rapamycin complex 1
MYH	myosin heavy chain
MyoD1	myoblast determination protein 1
MYOG	myogenin
myomiRs	muscle-enriched microRNAs
NRF1	nuclear respiratory factor 1
OPA1	optic atrophy 1
ORO	oil red O
PGC-1α	peroxisome proliferator-activated receptor gamma coactivator 1-alpha
*PPARGC1a*	peroxisome proliferator-activated receptor gamma coactivator 1-alpha
PSR	picrosirius red
PTEN	phosphatase and tensin homolog
qRT-PCR	quantitative real-time polymerase chain reaction
SEM	standard error of the mean
UTR	untranslated region
β-gal	beta-galactosidase
%CFB	percentage of change from baseline

# Supplementary material for: microRNA-22 Inhibition Stimulates Mitochondrial Homeostasis and Intracellular Degradation Pathways to Prevent Muscle Wasting
**Source:** Int J Mol Sci. 2025 Oct 11;26(20):9900. doi: 10.3390/ijms26209900
**Supplement:** Supplementary file 1

# Supplementary figures

Figure S1

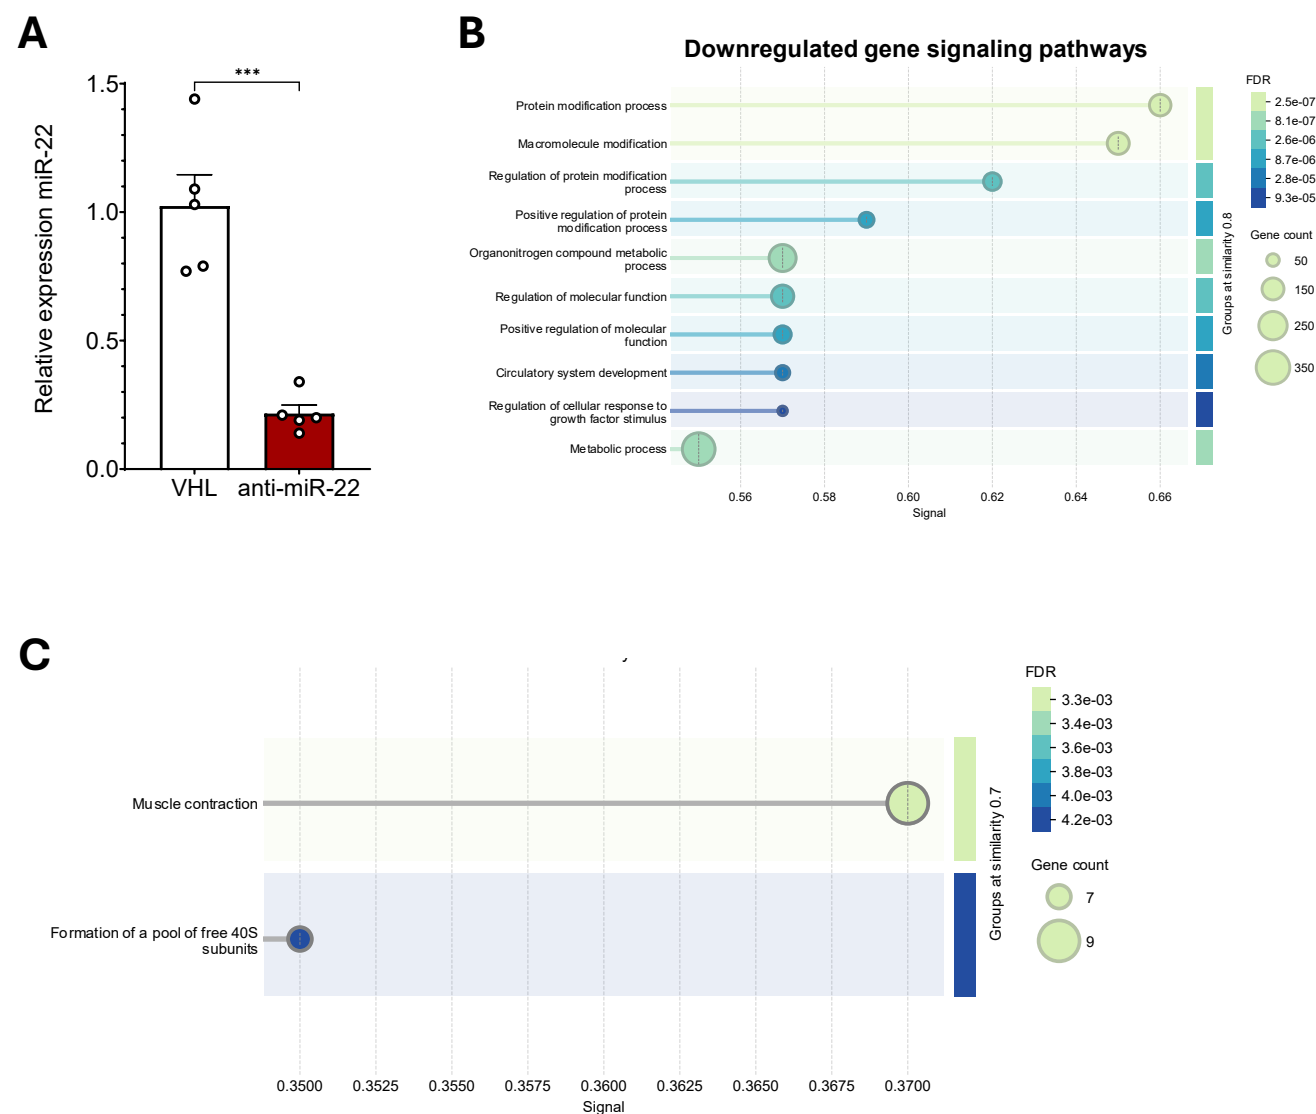

**Figure S1 – miR-22 inhibition drives a transcriptional profile supporting muscle contraction in DIO mice**

(A) miR-22 level in plasma of DIO-WD mice VHL and treated with LNA (n=5). Data are shown as mean  $\pm$  SEM. 

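Among the members of the protein modification list, the smallest adjusted p-values belonged mostly to genes that were lower with the ASO. Dusp3 went from 164 ± 49.0 CPM in CTRL to 36.7 ± 6.49 CPM in treated mice (SD, n = 5 each), a log2 fold change of −2.16, and Ppp6r3 from 71.3 ± 18.9 to 14.8 ± 4.04 CPM (SD, n = 5 each), a log2 fold change of −2.26. Mapk14, Galnt1, Rnf44 and Mapkap1 had log2 fold changes of −2.51, −3.14, −2.42 and −2.02. For Galnt1, 53.3% of the counts lie on a segment 4002 bp upstream of its most distal one. Usp32 had a log2 fold change of −0.95 over all its segments and −0.12 on its most distal segment, where the decrease was not past the threshold. Cdk2ap1 moved the other way, from 47.0 ± 6.70 to 104 ± 16.2 CPM (SD, n = 5 each). The 8 genes had adjusted p-values between 1.1e-04 and 4.0e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.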

(B) Gene ontology analysis of downregulated biological processes enriched for differentially expressed genes (DEG) induced by anti-miR-22 ASO in GAS muscle of DIO mice. (C) Reactome pathway enrichment of upregulated signaling pathways associated with muscle function induced by anti-miR-22 ASO in GAS muscle compared to HFD control in DIO mice. \*\*\*P<0.001 (unpaired t-test).

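In the muscle contraction list, Ttn, the gene of titin, went from 123 ± 37.4 CPM in CTRL to 326 ± 62.1 CPM in treated mice (SD, n = 5 each; adjusted p = 7.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Actn3 rose from 2523 ± 932 to 8705 ± 3046 CPM and Mybpc2 from 1854 ± 746 to 5381 ± 1591 CPM (SD, n = 5 each). Log2 fold changes of 1.12, 0.86, 0.79 and 0.52 were found for Myom2, Myoz1, Tnnc2 and Tmod1. Tnnc2 was no longer past the threshold without CTRL replicate 4 or 5 or ASO replicate 1 or 5, and over all fits with a library left out its adjusted p was between 0.018 and 0.072 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Scaling by total counts brought Tmod1 just short of the threshold, and 301 bp of the Tmod1 segment overlap a gene on the opposite strand. Dmd, the gene of dystrophin, was the member that was lower, with a log2 fold change of −2.13 and an adjusted p of 0.0013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of its counts, 92.3% lie on a segment of 16 bp, and it has no value in the fit of the most distal segment alone. In that fit, chosen after seeing the data, Tmod1 was at 0.34 and Tnnc2 at 0.61, both short of the threshold, and 5 members of the list were higher.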

**A**

Venn diagram showing the overlap of miRNAs between mdx4CV mice (yellow), mdx mice (green), and Sgca-null mice (red). The numbers in the regions are: mdx4CV mice only (1), mdx mice only (5), Sgca-null mice only (11), mdx4CV and mdx (0), mdx4CV and Sgca-null (0), mdx and Sgca-null (0), and all three (0). The miRNAs in the intersection of all three are: miR-133a-3p, miR-133b-3p, miR-206-3p, and miR-22-3p.

**B**

Body weight (g) over 28 days of treatment. CTRL (open circles) and anti-miR-22 (filled circles) are shown. Both groups show similar weight gain over time.

**C**

Relative expression of miR-22 in plasma. VHL (open circles) and anti-miR-22 (filled circles) are shown. The anti-miR-22 group shows significantly lower expression (\*\*).

**D**

Relative expression of miR-22, Plen, Tel2, and Sirt1 in Diaphragm and Gastrocnemius. CTRL (open circles) and anti-miR-22 (filled circles) are shown. In the diaphragm, anti-miR-22 significantly increases expression of all four miRNAs. In the gastrocnemius, anti-miR-22 significantly increases expression of Plen, Tel2, and Sirt1.

**E**

Relative expression of Foxo1, Foxo3, Trm63, Foxo2, and Myog in Gastrocnemius. CTRL (open circles) and anti-miR-22 (filled circles) are shown. Anti-miR-22 significantly increases expression of Foxo1 and Foxo3.

**F**

Rotarod test and Hanging test performance over 22 weeks. CTRL (open squares) and anti-miR-22 (filled circles) are shown. In the rotarod test, anti-miR-22 significantly improves performance at 14 weeks. In the hanging test, anti-miR-22 significantly improves performance at 14 weeks.

(A) Venn diagram with upregulated miRNA in the serum of four mouse models of muscular dystrophy (Sgca-null, Sgcg-null, mdx-4CV, mdx mice). Data were extracted and analyzed from published studies aimed at profiling the circulating miRNome in muscular dystrophy (10.1371/journal.pone.0055281; 10.1016/j.omtn.2018.08.005). (B) Body weight change of the D2-mdx mice during in the study. 

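The weights behind the D2-mdx curves are the paper's own, from Table S1, for 5 CTRL and 5 treated mice. The mice weighed 19.4 ± 1.34 g in CTRL and 20.0 ± 1.22 g in the ASO group on day 0 (SD, n = 5 each). By day 81, the gain computed from these weights was 32.0 ± 3.98% in CTRL and 28.1 ± 4.93% with the ASO (SD, n = 5 each), a difference of −3.90 percentage points that was within the spread of the mice (two-sided exact permutation test, p = 0.25). Expressed in grams, the difference was −0.6 g with a two-sided exact permutation p of 0.52. Leaving out CTRL mouse 2, which gained the least of its group at 25.0%, gave −5.65 percentage points and a two-sided exact permutation p of 0.040.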

(C) miR-22 level in plasma of the D2-mdx mice. (D) qRT-PCR assessment of miR-22 inhibition and expression analysis of its direct target genes in two striated muscles of D2-mdx mice. (E) Assessment of genes related to autophagy induction, muscular atrophy and myogenesis in D2-mdx GAS muscle through qRT-PCR. (F) Effect of miR-22 inhibition on locomotor function and fatigue resistance during the study shown as percentage of change from the beginning of the study. The graphs focus on the peak of performance after the first four weeks of the treatment. Data are shown as mean  $\pm$  SEM. \*\*P<0.01, \*\*\*P<0.001, \*\*\*\*P<0.0001 (unpaired t-test).

Table S1

| Day | C57BL/6J DIO mice |      |      |      |      |                 |      |      |      |      | D2-mdx mice |    |    |    |    |                 |    |    |    |    |
|-----|-------------------|------|------|------|------|-----------------|------|------|------|------|-------------|----|----|----|----|-----------------|----|----|----|----|
|     | CTRL              |      |      |      |      | anti-miR-22 ASO |      |      |      |      | CTRL        |    |    |    |    | anti-miR-22 ASO |    |    |    |    |
|     | A101              | A103 | A105 | A107 | A109 | S91             | S93  | S95  | S97  | S99  | 11          | 12 | 13 | 14 | 15 | 16              | 17 | 18 | 19 | 20 |
| 0   | 37.7              | 46.5 | 37.9 | 33.8 | 45   | 46              | 44.8 | 50.3 | 49.6 | 44.7 | 20          | 20 | 18 | 21 | 18 | 18              | 20 | 21 | 21 | 20 |
| 4   |                   |      |      |      |      |                 |      |      |      |      | 21          | 21 | 17 | 23 | 19 | 19              | 21 | 20 | 23 | 20 |
| 7   | 37                | 47.9 | 37.4 | 33.6 | 45.5 | 45              | 44.4 | 50.1 | 49.2 | 44.6 | 21          | 21 | 18 | 23 | 21 | 20              | 21 | 21 | 23 | 21 |
| 11  |                   |      |      |      |      |                 |      |      |      |      | 21          | 21 | 18 | 22 | 20 | 19              | 21 | 21 | 23 | 21 |
| 14  | 37.2              | 48.3 | 39   | 34.4 | 45.8 | 45.2            | 45.1 | 50.6 | 49.1 | 45.5 | 22          | 21 | 18 | 23 | 21 | 20              | 21 | 22 | 22 | 21 |
| 18  |                   |      |      |      |      |                 |      |      |      |      | 22          | 22 | 19 | 24 | 21 | 21              | 21 | 22 | 24 | 22 |
| 21  | 38.6              | 49.6 | 40.6 | 35.6 | 46.7 | 46.8            | 45.7 | 50.4 | 48.9 | 44.7 | 21          | 21 | 19 | 23 | 20 | 21              | 22 | 22 | 24 | 21 |
| 25  |                   |      |      |      |      |                 |      |      |      |      | 23          | 22 | 19 | 24 | 21 | 21              | 23 | 22 | 25 | 22 |
| 28  | 40.5              | 50.2 | 41.9 | 36.3 | 48.5 | 47.8            | 46.2 | 51   | 49   | 45.9 | 23          | 23 | 20 | 23 | 21 | 21              | 22 | 22 | 25 | 21 |
| 32  |                   |      |      |      |      |                 |      |      |      |      | 23          | 22 | 20 | 25 | 22 | 20              | 23 | 23 | 25 | 22 |
| 35  | 40.4              | 50.3 | 42.7 | 35.7 | 48.4 | 47.7            | 46   | 52   | 49.7 | 46.6 | 24          | 22 | 21 | 25 | 22 | 21              | 23 | 24 | 25 | 22 |
| 39  |                   |      |      |      |      |                 |      |      |      |      | 23          | 22 | 20 | 25 | 21 | 21              | 23 | 24 | 25 | 22 |
| 42  | 43.5              | 50.5 | 44   | 37.1 | 49.6 | 48              | 45.7 | 52.7 | 50.5 | 46.3 | 24          | 23 | 21 | 25 | 21 | 21              | 22 | 25 | 25 | 23 |
| 46  |                   |      |      |      |      |                 |      |      |      |      | 24          | 23 | 21 | 26 | 22 | 21              | 22 | 26 | 26 | 23 |
| 49  | 44.8              | 52.2 | 44.9 | 39   | 51.2 | 48.4            | 46.4 | 52.9 | 51.2 | 46.9 | 25          | 23 | 21 | 26 | 22 | 21              | 23 | 25 | 26 | 23 |
| 53  |                   |      |      |      |      |                 |      |      |      |      | 25          | 23 | 21 | 27 | 22 | 22              | 23 | 25 | 25 | 23 |
| 56  | 47.3              | 52.6 | 45.4 | 41.8 | 51.8 | 49.6            | 48.7 | 55.3 | 52.7 | 48.5 | 25          | 23 | 22 | 26 | 22 | 22              | 23 | 26 | 26 | 24 |
| 60  |                   |      |      |      |      |                 |      |      |      |      | 25          | 24 | 22 | 27 | 22 | 22              | 23 | 25 | 27 | 24 |
| 63  | 45.3              | 51.2 | 44.9 | 40.2 | 51.7 | 47.1            | 46.5 | 52.6 | 50.4 | 45.6 | 25          | 24 | 22 | 27 | 23 | 22              | 24 | 25 | 27 | 24 |
| 67  |                   |      |      |      |      |                 |      |      |      |      | 25          | 23 | 22 | 28 | 22 | 22              | 24 | 25 | 26 | 23 |
| 70  | 45.4              | 52   | 45.7 | 41.3 | 51.9 | 48.4            | 47.9 | 52.4 | 51.7 | 46.5 | 25          | 23 | 21 | 28 | 22 | 22              | 24 | 25 | 26 | 23 |
| 74  |                   |      |      |      |      |                 |      |      |      |      | 26          | 24 | 22 | 27 | 23 | 22              | 24 | 26 | 27 | 24 |
| 77  | 47                | 53.3 | 45.7 | 42.5 | 52.3 | 48.1            | 47.9 | 53.1 | 52.9 | 46   | 26          | 25 | 23 | 29 | 24 | 23              | 25 | 27 | 27 | 24 |
| 81  |                   |      |      |      |      |                 |      |      |      |      | 27          | 25 | 24 | 28 | 24 | 24              | 26 | 27 | 27 | 24 |
| 84  | 47.6              | 53.2 | 45.8 | 43.3 | 52.4 | 47.5            | 45.1 | 51.8 | 52   | 45.8 |             |    |    |    |    |                 |    |    |    |    |
| 91  | 46.3              | 53.6 | 45.2 | 44   | 52   | 47              | 44.4 | 51.6 | 52.1 | 45.2 |             |    |    |    |    |                 |    |    |    |    |

Table S1 – Raw body weight data of C57BL/6J and D2-mdx mice (grams).

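Table S1 lists each mouse's weight in grams, measured over the course of the treatment, and the values given here were computed from those numbers of the paper. On day 0 the DIO mice weighed 40.2 ± 5.37 g in CTRL and 47.1 ± 2.68 g in the ASO group (SD, n = 5 each), a difference of 6.90 g before treatment (two-sided exact permutation test, p = 0.071), and 3 CTRL mice were under 40 g. Up to day 91, the CTRL mice gained 20.6 ± 6.17% of their initial weight and the treated mice 2.00 ± 2.17% (SD, n = 5 each). Each treated mouse gained less than each control, so that the difference of −18.6 percentage points had a two-sided exact permutation p of 0.0079, the smallest that 5 mice against 5 allow. In absolute terms, the gain was 8.04 ± 1.37 g against 0.98 ± 1.07 g (SD, n = 5 each), which brought the groups to 48.2 ± 4.30 g and 48.1 ± 3.59 g on the last day. With the weight on day 0 as a covariate, treated mice weighed 6.33 g less at the end, a difference of −6.33 g (two-sided exact permutation test of residuals, p = 0.0079).

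**Figure D3:**
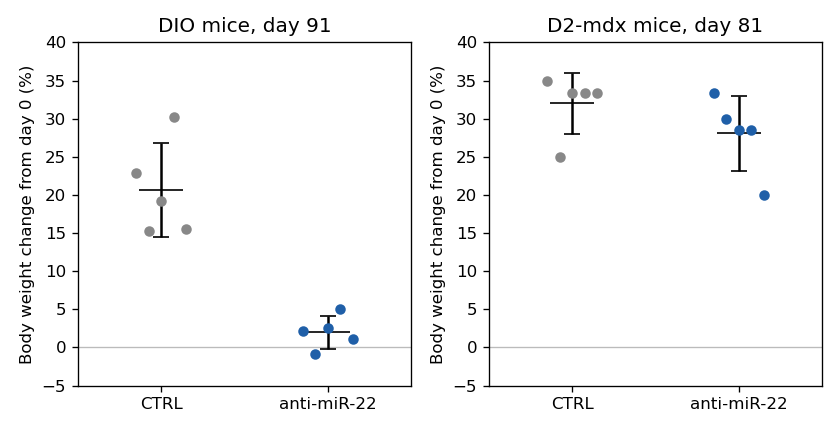
Weight change from day 0 in percent for each mouse of Table S1, with the mean and SD of 5 CTRL and 5 anti-miR-22 mice, in DIO mice at day 91 and D2-mdx mice at day 81. The DIO groups do not overlap and the D2-mdx groups do.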

How the deposited data were processed for this re-analysis (not part of the article)

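Gastrocnemius muscle of DIO mice was sequenced in 5 libraries of mice treated with the anti-miR-22 ASO at 10 mg/kg per week for 14 weeks and 5 libraries of control mice, and the 4 other per-sample columns of the table were not used here. The authors deposited counts, made by trimming with fastp, alignment to GRCm39 with STAR and counting of read pairs with featureCounts on Gencode M25, restricted to the last 500 bp of 3′UTRs, without normalization. The table gives a count per segment of a transcript, and the segments of a gene were summed here. Of its 52423 segment identifiers, 52361 were found in the GENCODE M39 annotation on GRCm39, and the 62 others hold 0.0197% of the counts. The longest segment has 500 bp, and 33187 segments have that length. No mitochondrially encoded gene is in the table, and 6961 of 21078 protein-coding genes have 0 counts in all 10 libraries. A total of 1795 genes have no base outside overlaps with other segments, and these hold 45 counts. The library totals are between 1606909 and 2632560 counts, so a count of 3, taken as the floor, covers counting error only and sets the lowest level at which a fold is given.

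Genes were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filter on low counts by group, the quasi-likelihood test and Benjamini-Hochberg adjustment, at an adjusted p-value of 0.05. Normalized levels are edgeR's CPM values for the TMM-scaled library size, and errors are SDs over 5 libraries unless said otherwise. DESeq2 1.42.0 with default settings, with and without shrinkage by ashr 2.2.63, and limma-voom in limma 3.58.1 were alternatives, since the authors used DESeq2. The other alternatives set before the data were examined were RLE size factors, total counts and upper quartile in place of TMM, no filter except on genes without a count, a filter of at least 10 counts in every library, leaving out the 20 genes with the highest mean, the replicate number as a block, and leaving out each library. Further fits were added after seeing the data, namely each segment on its own, only the most distal segment of each gene, the distal-over-proximal index as a covariate, and every library drawn down to 1606909 counts.

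Gene lists were written by hand at the same stage, as symbols or as symbol patterns, because no ontology was at hand, and 18 of 19 had at least 3 tested genes. They are muscle contraction, myogenic differentiation, slow fiber, fast fiber, protein modification, ribosomal protein, nuclear OXPHOS, mitochondrially encoded, fatty acid oxidation, mitochondrial dynamics and biogenesis, autophagy, mTOR negative regulators, denervation response, macrophage, extracellular matrix, Schwann cell, adipocyte, blood and endothelial. They were tested with camera on voom values with a preset correlation of 0.01, and with fry, camera with an estimated correlation and Fisher's exact test as alternatives. The genes named in the text are those the paper names, the host gene of miR-22, the 5 with the largest change in each direction among genes past the threshold, without overlap between the groups and with at least 10 counts per library on average, and up to 8 members past the threshold of each list a sentence is about. Other genes are named as chosen after their values were seen.

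Matches to the miR-22 seed heptamer GGCAGCT were sought in the longest annotated 3′UTR of each gene, and the median log2 fold change of genes with a match, less that of genes without, was set beside the same difference for 119 control heptamers of the same base composition. The distal-over-proximal index is the median, over genes, of the log2 ratio of the counts on the most distal segment to those on upstream segments at least 1000 bp away, with 0.5 added to each count, for segments with at least 200 unique bp and genes with at least 50 counts over the 10 libraries on each side. Splits of the 10 libraries into 5 and 5 were refitted for 100 draws of 126 possible ones, the real split included. Comparisons of single values are two-sided exact permutation tests over all 252 labellings, and correlations use 100000 resamples. Body weights in grams were taken from Table S1 of the paper, and percent changes from day 0 were computed from them. For the comparison with the initial weight as a covariate, group labels were permuted over the residuals.

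Each procedure was tested on simulated data drawn from the means and library sizes of the real libraries. Of the 200 genes given a known change, edgeR recovered 141 of the 192 among its 7662 tested genes with 5 false calls, limma-voom 137 with 3 false calls, and DESeq2 151 of 200 among 7815 with 16 false calls. For 100 random gene lists in simulated data, camera gave 2 with a p-value under 0.05. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining steps. Coordinates are 1-based on GRCm39.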

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

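The tests of the distal-over-proximal index below were set out before their outcome was seen, and the adjustment of the DIO weights for the initial weight was chosen only after the result was seen.

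In data the paper does not report on, the position of the counts within genes differed between the groups. The distal-over-proximal index was 1.52 ± 0.19 in treated libraries and 0.17 ± 0.43 in CTRL on the log2 scale (SD, n = 5 each), a difference of 1.35, and all treated libraries were above all controls (two-sided exact permutation test, p = 0.0079, the smallest possible). Of the 1406 genes compared, 88.1% shifted toward the distal segment. Library size does not account for it, since with every library drawn down to the smallest total the difference was 1.36, and neither does overlap with other genes, since 1299 genes without overlap gave 1.35. Longer 3′UTR isoforms with treatment would leave segments upstream in the same 3′UTR unchanged, but these fell, with a median log2 fold change of −1.09 over 411 segments of 369 genes and 83.0% of them below 0. Less use of upstream poly(A) sites would spare upstream segments that hold no such site. In the same 3′UTR, 139 segments without a poly(A) signal hexamer fell with a median of −1.14, against −1.05 with a hexamer. Only 73.1% of the 1406 distal segments have a hexamer, so a segment without it may still end at a poly(A) site. The test therefore cannot decide on this explanation. A stronger 3′ bias of coverage in treated libraries, from RNA integrity or from the library preparation, predicts a decline with distance, and the slope of log2 fold change on log2 distance was −0.14 (95% bootstrap interval −0.37 to 0.036). The interval includes 0, so 3′ coverage bias cannot be told apart from a change of the transcripts on this test. The medians at 1000 to 2000, at 2000 to 4000 and beyond 4000 bp from the distal segment were −0.63, −1.26 and −1.11. Treatment and any batch of RNA or library preparation cannot be separated with these labels.

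Of 128 groups of 5 values examined for a sample far from the others, 7 had one, where 6.4 are expected by chance. Myh7 was at 268 CPM in ASO replicate 4, with the other treated libraries between 0 and 42.3, and Myl6b at 192 CPM in the same library, with the others between 28.8 and 38.1. Without that library, the log2 fold change of Myl6b was 0.71 in place of 1.72, with an adjusted p of 0.056 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against a range of 0.027 to 0.084 over the fits that left out a library. Ddit4 was at 68.5 CPM in ASO replicate 4, with the others between 21.2 and 23.8, and without it the log2 fold change was 0.21 in place of 0.68. Fbxo32 was at 301 CPM in ASO replicate 2, with the others between 75.9 and 137, and without it the log2 fold change was −0.48 in place of −0.05 (adjusted p = 0.061 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, up to 0.99 with another library left out). Tlcd4 was at 3.82 CPM in ASO replicate 2, against 0.835 to 1.69, which rests on few counts. Phb2 was at 266 CPM in CTRL replicate 1, against 172 to 190. Among the D2-mdx mice, CTRL mouse 2 gained 25.0%, against 33.3% to 35.0%. No explanation was tested for the values of Ddit4, Fbxo32, Tlcd4, Phb2 and this mouse.

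For Myh7 and Myl6b, a candidate explanation is the share of slow fibers in the piece of muscle taken, because the gastrocnemius is mixed. Its prediction, that the other slow fiber genes rise and fall with Myh7 across libraries of both groups, was met, with a Spearman's rho of 0.988 between Myh7 and the mean of 7 other slow fiber genes. The test does not say whether the share differs through sampling of the muscle or through treatment, since the sampled region is not among the labels, and a change of fiber type in a single treated mouse stays open.

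The effect of the ASO on weight change differed between the models. At day 77, a day on which the weights of both models are listed, it was −15.0 percentage points in DIO mice and −4.86 in D2-mdx mice, a difference of −10.2 (permutation test, two-sided p = 0.012). The test centred each model and relabelled the model of the mice within each treatment group, over 63504 pairs of relabellings. It therefore takes the mice of both models as exchangeable. The DIO groups started at different weights, and heavier mice at the start might gain less on the diet. With the initial weight as a covariate, the difference at day 91 was −6.33 g, still the most extreme of its labellings, so the initial weight alone is unlikely to account for the smaller gain. Diet, strain, dose and disease differ between the models and were not separated.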

How the results depend on the processing

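No test in this part was chosen to explain a result, and the alternatives added after seeing the data are named as such. Set values are median log2 fold changes relative to the median of all genes.

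Among the alternatives set in advance, the number of genes higher (916) moved by more than 1.5 times only with scaling by total counts, to 528, and the number lower (1365) did not, with a range from 1175 to 1821. With DESeq2 the counts were 1110 higher and 1477 lower, of which 905 and 1281 were shared with edgeR's calls, and limma-voom gave 922 and 1354, of which 877 and 1305 were shared. Without the filter on low counts there were 787 and 1383, and with at least 10 counts in every library 865 and 1178 of 6327 genes. No gene passed the threshold in opposite directions between edgeR and any of these alternatives. Across the 10 fits that each left out one library, 691 to 1021 genes were higher and 1126 to 1370 lower. With the replicate number as a block, 663 genes were higher and 1175 lower, but the numbers do not pair the mice, since the correlations of the deviations within pairs of libraries with the same number lay between −0.43 and 0.16.

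Myog was past the threshold under every alternative set in advance, with log2 fold changes from 1.98 to 2.25, and with each library left out, from 1.95 to 2.31. Myod1 kept its direction throughout and passed the threshold in edgeR with RLE size factors (0.92), upper quartile scaling (0.98), no filter (0.91) and without the 20 highest genes (0.92), and in DESeq2 (0.93, or 0.67 with ashr shrinkage). Leaving out each library gave 0.71 to 1.11 for Myod1, with an adjusted p from 0.021 to 0.11 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it was past the threshold without CTRL replicate 4 (1.11), ASO replicate 1 (1.06) and ASO replicate 4 (1.03). The cause was not tested. Of the other genes the paper names, 1 was past the threshold, Trim63, and with DESeq2, DESeq2 with ashr shrinkage, RLE size factors, upper quartile scaling and without the 20 highest genes there were 2, as Foxo3 joined. Trim63 fell short in 4 of the fits that left out a library, those without CTRL replicate 4, ASO replicate 1, ASO replicate 3 or ASO replicate 5, with log2 fold changes of −0.68, −0.70, −0.61 and −0.71. With libraries left out the count was 0 to 1, and it stayed at 1 without ASO replicate 1 because Foxo3 passed there (0.45). Myh7 reversed to −0.33 with limma-voom, and with libraries left out it ranged from −0.61, without ASO replicate 4, to 2.86. Ppargc1a reversed to 0.0021 with DESeq2, to 0.0017 with ashr shrinkage, and to 0.048 with upper quartile scaling, and ranged from −0.16 to 0.10 with libraries left out. Fbxo32 reversed to 0.04 with upper quartile scaling and ranged from −0.48 to 0.14. Myh4 and Sirt1 fell below edgeR's filter on low counts, and the fits without it gave 1.11 and 0.55 in edgeR, 1.16 and 0.58 in DESeq2, and 0.46 and 0.31 with ashr shrinkage. Sirt1 also passed the filter when a CTRL library was left out, with 0.38 to 0.74, and neither gene was past the threshold in any of these fits.

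Of the gene lists, 4 passed the threshold with camera, 1 with fry and 0 with camera at an estimated correlation, where each list had an adjusted p of 0.94 with Benjamini-Hochberg adjustment and 0 lists had an unadjusted p under 0.05, and 3 to 4 passed with libraries left out. The muscle contraction list kept its value of 0.79 and lost its call under fry, an estimated correlation and Fisher's exact test. With libraries left out its value ranged from 0.38 to 0.99, and it was short of the threshold without CTRL replicate 3 or 5 and without ASO replicate 3, 4 or 5, of which ASO replicate 4 moved it most, to 0.38. The protein modification list ranged from −0.057 to 0.0072 and the myogenic differentiation list from 0.02 to 0.19. Without ASO replicate 4, the slow fiber list was at −0.42 (highest value with another library left out 2.00), the Schwann cell list at −0.30 (highest 1.01), the blood list at −0.061 (highest 0.42), and the extracellular matrix list at −0.80 with an adjusted p of 0.0021 from camera with Benjamini-Hochberg adjustment, the only one of its fits with a library left out that passed. Ranges with libraries left out were −1.23 to −0.33 for the macrophage set, with −0.33 without CTRL replicate 3, −0.25 to −0.041 for the mitochondrial dynamics and biogenesis set, with −0.041 without CTRL replicate 1, 0.20 to 0.48 for the endothelial set, −0.17 to −0.060 for the autophagy set, −1.32 to 0.40 for the adipocyte list, −0.29 to 0.10 for fatty acid oxidation and −0.063 to 0.12 for the mTOR negative regulators, which also reversed to −0.0040 with total counts, −0.036 with at least 10 counts in every library and −0.032 with the replicate block. Among the single genes and the lists that answer no comparison of their own, Foxo3 and Trim63 included, 8 values became weaker and 5 stronger under alternatives other than leaving out libraries, and 13 weaker and 2 stronger with a library left out.

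The difference between genes with and without a miR-22 seed match was 0.05, ranged from 0.03 to 0.06 with libraries left out, and among the alternatives set in advance was past the threshold only for 8mer sites, at 0.093 (p = 0.0083, n = 119 control words). The DIO weight change at day 91 was between −19.9 and −16.2 percentage points with each mouse left out, always at the smallest permutation p. The D2-mdx change was between −5.65 and −1.88 percentage points, past the threshold only without CTRL mouse 2. The DIO weight on day 0 differed by 5.31 to 8.48 g, with two-sided exact permutation p-values of 0.024 without CTRL mouse 2 (8.48 g) and 0.040 without CTRL mouse 5 (8.11 g).

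Further fits were chosen after seeing the data. Each segment on its own gave 1699 segments higher and 2629 lower of 10658, a different unit from genes. The most distal segment alone gave 504 genes higher and 806 lower of 6273, of which 394 and 661 were shared with the sums per gene and 4 were opposite. With the distal-over-proximal index as a covariate, 0 genes were higher and 0 lower, with 494 at an unadjusted p under 0.05, which follows from the construction, because the index separates the groups completely and leaves little of the group difference to estimate. Drawing every library down gave 877 higher and 1268 lower. Myod1 passed the threshold with segments (0.93) and after drawing down (0.91) and did not on the most distal segment (0.68) or with the covariate, and Myog fell short with the covariate (1.66, adjusted p = 0.77 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against 1.0e-10 to 0.0013 over the alternatives set in advance). Other genes the paper names past the threshold numbered 2 with segments, 0 with the covariate and 2 after drawing down. Ppargc1a reversed with segments (0.24), on the most distal segment (0.0072) and after drawing down (0.0062), Opa1 with segments (0.43) and on the most distal segment (0.20), and Usp32 with segments (0.12). With the covariate, Myh7 was at −4.06, Tet2 at −1.13 and Fbxo32 at 0.36, and the muscle contraction set fell short at 0.28 and the ribosomal protein set at 0.019. The covariate reversed the myogenic differentiation set (−0.035), the slow fiber set (−4.14), the protein modification set (0.080), the nuclear OXPHOS set (−0.43), the autophagy set (0.082), the macrophage set (1.15), the extracellular matrix set (0.20), the adipocyte set (1.31), the blood set (−1.07) and the endothelial set (−0.16), and 4 lists passed the threshold with it, of which the slow fiber set, the nuclear OXPHOS set and the fatty acid oxidation list were lower and the fast fiber list was higher. On the most distal segment the blood list reversed (−0.024) and the seed difference passed the threshold (0.10, p = 0.017, n = 119 control words). Other results became weaker in 58 cases and stronger in 4.

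Depth limits the genes with few counts. Of the tested genes, 2 had a treated group at or under 3 counts in every library, which allows only a bound on their fold, and Myh4 and Sirt1 were below edgeR's filter on low counts.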

Differences from the paper's values

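No test was chosen after seeing a result in this part, apart from the settings named as such. No value read from the paper's figures differed from the computed ones by more than the error and by 1.5 times.

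The paper lists Myod1 with Myog among the differentially expressed genes. Here the adjusted p of Myod1 was 0.052 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a log2 fold change of 0.88. Of the alternatives set before the data were examined, Myod1 passed the threshold with DESeq2, which the paper's methods name, with or without ashr shrinkage, and in edgeR with RLE size factors, upper quartile scaling, no filter, and without the 20 highest genes, as well as without CTRL replicate 4, ASO replicate 1 or ASO replicate 4. It also passed in 2 fits chosen after seeing the values, each segment on its own and libraries drawn down to the smallest total, and failed in the 2 others chosen then, the most distal segment (0.68, adjusted p = 0.15) and the index as a covariate (adjusted p = 0.81, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It did not pass with limma-voom, total counts, at least 10 counts in every library or the replicate block, and over the alternatives set in advance the adjusted p ranged from 0.021 to 0.12 with Benjamini-Hochberg adjustment.

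The paper reports Myh7 as higher in treated gastrocnemius in a targeted expression analysis (Fig. 2D). In the sequenced libraries its log2 fold change was 1.68, not past the threshold in any fit run here, and negative with limma-voom, without ASO replicate 4 and with the index as a covariate. Genes of mitochondrial health are reported as higher (Fig. 2E), whereas in the libraries Ppargc1a was at −0.04, Nrf1 at 0.27 and Opa1 at −0.15 on the log2 scale, none past the threshold in any fit run.

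Post-translational protein modification is reported as lower and a myogenic signature as higher (Fig. S1B and Fig. 2B). With lists written by hand in place of ontology terms, the protein modification list had a median log2 fold change of −0.04 and the myogenic differentiation list of 0.10, and neither passed the threshold under any alternative run. The methods state that all DIO mice had passed a weight limit of 40 g before they were randomized, whereas 3 CTRL mice of Table S1 are listed under 40 g on day 0. Fig. 2C shows more points per group than the 5 libraries per group analysed here.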

Other observations

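Tests chosen only after the result was seen are the other splits of the libraries for the gene lists and the seed matches, and the most distal segment for the fast fiber, ribosomal protein and nuclear OXPHOS lists.

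The number of genes past the threshold was not matched by any other split of the 10 libraries into 5 and 5 that was drawn. The real split was the 1 of 100 with as many genes, 2281, and the next largest gave 103. The first principal component held 45.3% of the variance and separated the groups. Among 1300 genes with most of their counts on upstream segments, 30.4% were lower and 5.62% higher, among 3941 with most on the distal segment 21.6% and 7.99%, and among 2578 with a single segment 4.62% and 20.5%. The odds of being lower were 9.02 times larger for the first than for the last of these (Fisher's exact test across genes, two-sided p = 1.0e-104, where genes are not independent replicates). Part of the decrease, and part of the increase relative to it, may therefore come from the shift of counts toward 3′ ends rather than from changed abundance. Genes with a single segment do not separate this from biology either, because normalization sets them against the genes that fell.

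Myog has a single segment, so a shift within the gene cannot be seen. It was at the 99.9th percentile of the 2578 genes of that kind, 95% of which lie between −1.20 and 1.09 on the log2 scale. Their median of 0.24 is thus well short of the increase of Myog. This percentile does not exclude that the shift affected Myog more than most of them. Library size does not account for the increase, as the log2 fold change was 2.15 with every library drawn down. Both tests leave a response of the muscle to the ASO open as a hypothesis.

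The number of gene lists past the threshold is not unusual for these libraries, because 86 of 100 splits, the real one included, gave 4 or more lists, with a median of 6. By list, a camera p as small was reached in 36 of 100 splits for muscle contraction, 17 for fast fiber, 37 for nuclear OXPHOS and 2 for ribosomal protein. Chance is thus a possible explanation for the calls of the first 3 lists and an unlikely one for ribosomal protein. The nuclear OXPHOS list had 58 genes with a median log2 fold change of 0.41, 26 higher and 4 lower (adjusted p = 2.0e-04 from camera with Benjamini-Hochberg adjustment). Its counts depend on the fit, with 14 higher and 7 lower under total counts, 13 and 3 with the replicate block, 12 and 4 without CTRL replicate 5, 16 and 5 without CTRL replicate 3, and 14 and 3 without CTRL replicate 4, ASO replicate 3 or ASO replicate 5. The ribosomal protein list had 47 genes with a median of 0.77, 33 higher and 1 lower (adjusted p = 7.6e-14 from camera with Benjamini-Hochberg adjustment), among them Rpl37 (0.99) and Rplp0 (1.11), and passed under fry with an adjusted p of 0.011 and failed at an estimated correlation with 0.94, the upper end of a range that starts at 2.7e-19 with Fisher's exact test. Ribosomal protein transcripts are short, with a median of 729 bp against 2898 bp over all genes.

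With the most distal segment only, the adjusted p from camera with Benjamini-Hochberg adjustment was 0.010 for muscle contraction, 0.010 for fast fiber, 0.0023 for ribosomal protein, whose median dropped to 0.29, and 0.057 for nuclear OXPHOS, whose other alternatives ran from 4.3e-09 to 0.94. The calls of the first 3 lists remained and that of nuclear OXPHOS fell just short. This fit cannot exclude the shift of counts as their cause. Actn3, Mybpc2, Myom2, Myoz1, Tnnc2, Tmod1, Rpl37 and Rplp0 have a single segment, so their counts stay the same in it. Members without a usable distal segment dropped out, from 27 to 19 genes for muscle contraction and from 47 to 31 for ribosomal protein. Genes with a single segment were also more often higher (20.5%) than lower (4.62%) as a class. With the index as a covariate, the ribosomal protein list had a median of 0.0049 and an adjusted p of 0.93 and muscle contraction 0.26 and 0.86, while fast fiber remained at 0.75 with an adjusted p of 0.028 (camera with Benjamini-Hochberg adjustment), but the index and the treatment are hardly separable in that fit. A contribution of the shift to these changes therefore stays open. Among 10000 random lists matched on transcript length, the medians were at percentile 100 for muscle contraction, 99.96 for fast fiber, 100 for ribosomal protein and 98.9 for nuclear OXPHOS, so length alone does not account for them. No biological explanation was tested beyond treatment, which the design confounds with any difference in preparation.

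Release of miR-22 targets was tested as a hypothesis from seed matches. The median log2 fold change of 2511 genes with a heptamer match was 0.049 above that of 5302 genes without, at percentile 94.1 among control heptamers (two-sided p = 0.075, n = 119 control words), which leaves it undecided. Of 100 splits, the real one included, 4 gave a difference as large, and 1 did after the median of the control heptamers in the same split was subtracted, which argues only narrowly against a chance division of the libraries. A camera test of the genes with a match gave p = 0.58 and fry p = 0.087 (n = 2511 genes). For 8mer sites the difference was 0.093, above all control words, whereas any 6mer gave 0.010 at percentile 98.6 (p = 0.14, n = 71 control words). On the most distal segment of each gene, a fit chosen after seeing the data, the heptamer difference was 0.10 and above all control words (p = 0.017, n = 119 control words), whose own median was 0.052 there. Derepression of targets is therefore consistent with the 8mer value and the value on distal segments, and not established by the heptamer value set in advance.

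Rising Myog might also reflect a denervation-like response or more nerve in the sample. Outside the myogenic list, 11 genes of the denervation list had a median log2 fold change of 0.52, with 7 above 0, and camera gave p = 0.47 (n = 11 genes), with Chrnb1 higher (1.25) and Dach2 and Trim63 lower (−1.94 and −0.77). Of the Schwann cell list, 7 genes were tested, 6 of them above 0 (adjusted p = 0.77 from camera with Benjamini-Hochberg adjustment, 0.56 before adjustment). Neither explanation can be told apart from no change, as members of the denervation list moved both ways and no member of the Schwann cell list was past the threshold.

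The remaining lists were not past the threshold in camera with Benjamini-Hochberg adjustment. The denervation list as a whole had a median log2 fold change of 0.63 (adjusted p = 0.33), fatty acid oxidation −0.16 (0.30), autophagy −0.17 (0.88), mTOR negative regulators −0.03 (0.77), macrophage −1.02 (0.33), extracellular matrix −0.32 (0.26), Schwann cell 0.37, adipocyte −0.93 (0.88), blood 0.17 (0.88) and endothelial 0.32 (0.44). Single libraries moved several of these medians by more than 1.5 times. Without CTRL replicate 3 they were −0.32 for macrophage, −0.16 for extracellular matrix and 0.41 for adipocyte, and without CTRL replicate 1 fatty acid oxidation was at 0.07. Without ASO replicate 4 they were −0.84 for extracellular matrix, which then passed as given with the dependence on processing, −0.35 for Schwann cell, −0.11 for blood, 0.16 for endothelial, −0.11 for autophagy and 0.08 for mTOR negative regulators. No mitochondrially encoded gene was counted.

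Other genes the paper names in other conditions were counted in these libraries. Tet2 had a log2 fold change of 0.42 (adjusted p = 0.40 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Sirt1 was below edgeR's filter on low counts, and Foxo1 is listed at 0 counts in all libraries. Ddit4 was at 0.68 (adjusted p = 0.19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Foxo3 at 0.37 (0.068, two-sided exact permutation p = 0.016), Fbxo32 at −0.05 (0.92) and Trim63 at −0.77 (0.019). Of the paper's 15 genes, 11 were tested, and 2 were past the threshold over all genes and 2 adjusted over the list alone, Myog and Trim63. Among the fits chosen after seeing the data, Foxo3 passed with each segment on its own (0.92), on the most distal segment (0.70) and after drawing down (0.47). Its adjusted p-values there were 0.0046, 0.026 and 0.032 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the index as a covariate, Foxo3 was at 0.11 and fell short. The gene with the most counts in several libraries was Gm57854, chosen after its values were seen, which took up to 8.37% of the counts and overlaps Aldoa, listed at 0 counts.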
